# Comprehensive Analysis of Gene Expression Profiles of the Beet Armyworm *Spodoptera exigua* Larvae Challenged with *Bacillus thuringiensis* Vip3Aa Toxin

**DOI:** 10.1371/journal.pone.0081927

**Published:** 2013-12-02

**Authors:** Yolanda Bel, Agata K. Jakubowska, Juliana Costa, Salvador Herrero, Baltasar Escriche

## Abstract

Host-pathogen interactions result in complex relationship, many aspects of which are not completely understood. Vip proteins, which are *Bacillus thuringensis* (Bt) insecticidal toxins produced during the vegetative stage, are selectively effective against specific insect pests. This new group of Bt proteins represents an interesting alternative to the classical Bt Cry toxins because current data suggests that they do not share the same mode of action. We have designed and developed a genome-wide microarray for the beet armyworm *Spodoptera exigua*, a serious lepidopteran pest of many agricultural crops, and used it to better understand how lepidopteran larvae respond to the treatment with the insecticidal protein Vip3Aa. With this approach, the goal of our study was to evaluate the changes in gene expression levels caused by treatment with sublethal doses of Vip3Aa (causing 99% growth inhibition) at 8 and 24 h after feeding. Results indicated that the toxin provoked a wide transcriptional response, with 19% of the microarray unigenes responding significantly to treatment. The number of up- and down-regulated unigenes was very similar. The number of genes whose expression was regulated at 8 h was similar to the number of genes whose expression was regulated after 24 h of treatment. The up-regulated sequences were enriched for genes involved in innate immune response and in pathogen response such as antimicrobial peptides (AMPs) and *repat* genes. The down-regulated sequences were mainly unigenes with homology to genes involved in metabolism. Genes related to the mode of action of Bt Cry proteins were found, in general, to be slightly overexpressed. The present study is the first genome-wide analysis of the response of lepidopteran insects to Vip3Aa intoxication. An insight into the molecular mechanisms and components related to Vip intoxication will allow designing of more effective management strategies for pest control.

## Introduction

The beet armyworm *Spodoptera exigua* (Hübner; Lepidoptera: Noctuidae) is a highly dispersive, polyphagous species that is a serious pest of cotton, alfalfa, tomatoes, sugar beets, and many other agricultural and flower crops worldwide [1]. The concern in today's society about the ecological damage caused by the abuse of chemical insecticides as well as the ability of insects to develop resistance to them [1] has led more attention on biological insecticides as alternatives for controlling pests. *Bacillus thuringiensis* (Bt) is the most widely used commercial microbial pathogen. Its spores and crystalline insecticidal proteins (Cry proteins) have been used to control insects since 1938 [2]. In 1996, a novel class of insecticidal proteins isolated from Bt and expressed during the vegetative growth phase (hence the name Vegetative Insecticidal Proteins or Vip proteins), was first reported [3]. These toxic Bt proteins represent an interesting complement to Cry toxins because similarly to Cry proteins, they show high and specific activity against a wide range of agriculturally important lepidopteran larvae [4]. Since both Bt toxins (Cry and Vip) provide excellent control of target pests such as *S. exigua* [5,6] with minimal environmental impact, transgenic crops expressing Cry toxin alone, and recently both Cry and Vip toxins, have been developed and are being increasingly used worldwide [7,8]. This combination of Bt proteins in transgenic plants offers the possibility for targeting a wider range of insects and minimizes the risk of resistance outbreaks in the field.

The mode of action of the insecticidal Cry toxins has been extensively studied for more than 20 years. However, some aspects remain unclear. It is commonly accepted that these crystal proteins need to be solubilized in the insect gut to be processed to the active form, which binds to specific receptors in the brush border epithelial midgut cells. This binding leads to cell lysis, and eventually insect death. The molecular mechanism by which this occurs is not completely understood and differs depending on the binding model [2,9,10]. The available information mainly supports the notion that these toxins act by forming pores [11]. Although little is known about the mode of action of Vip proteins like Vip3Aa, it has also been described to act through the formation of pores in the midgut epithelial cells [12,13]. As with Cry proteins, Vip proteins are ingested either as a protoxin or in the processed toxin form [6,14], and produce similar effects in the insect midguts, causing eventually the lysis of midgut cells [15]. However, Vip proteins have different properties than their Cry counterparts in several key steps of their mode of action, including the binding to midgut receptors [4,12,13,15]. 

The insect midgut is where activated Cry and Vip toxins bind to and initiate cytotoxicity. Freitak and coworkers [16] suggested that in addition to being an organ of digestion and resource assimilation, the midgut epithelial tissue is also an immune response-sensing organ, as they observed that non-pathogenic bacterial feeding could trigger an immune response cascade in the Lepidoptera *Trichoplusia ni*.

In insects, immunity consists of the combination of cellular responses (phagocytosis, encapsulation and melanization of invading microorganisms) and humoral responses (e.g. antimicrobial peptides secreted to the hemolymph) [17,18]. Also, the immune response in insects can be classified as either systemic or local, where the specific tissue (e.g. the gut in the instance of oral intoxication processes) responds locally to the damage [19,20]. Insects respond to microbial ligands mainly through the activation of the stress pathways Toll, Imd, JAK/STAT, JNK, and MAPK p38 [19,21]. Eukaryotic non-immune cells (such as epithelial cells) have evolved various defense responses to cope specifically with pore forming toxins, such as through the activation of the MAPK p38 and JNK pathways [22]. In fact, the MAPK p38 pathway is activated to protect the nematode Caenorhabditis elegans or HeLa cells against the Bt Cry5 toxin [22,23,24], and it is activated in Lepidoptera and Diptera after Cry-toxin intoxication [25]. Some studies indicate that *S. exigua* also responds to bacterial infection through the general mechanisms involved in immune response in insects, producing antimicrobial peptides (AMPs) such as cecropins [26], gloverins [27], or attacins [28], as well as producing “REsponse to PAThogen” (REPAT) proteins in the midgut after Cry1Ca intoxication [29]. 

Recent studies have attempted to characterize the defense response of insects to Bt or Cry intoxication by proteomic analysis and transcriptional profiling approaches [30-37]. Moreover, these types of analyses have also been used to gain insight into the mode of action of Bt Cry toxins by comparing the transcriptional profiles of resistant and susceptible insects [38-41]. In this study, microarray technology was employed to characterize the defense response of *S. exigua* to Vip3Aa intoxication by monitoring gene expression levels after treatment with a sublethal dose of the insecticidal protein. A custom microarray containing more than 29,000 unigenes from a S. *exigua* transcriptome [42] was used for comparison of Vip3Aa-treated and non-treated larvae at two different times post-treatment. The results were validated by quantitative qRT-PCR of selected genes that we identified as having different expression patterns. The transcriptional profiling could allow for a better understanding of Vip protein action in the midguts of intoxicated larvae, and could provide clues about the larval midgut response mechanisms associated with oral Vip intoxication, useful information for future biocontrol strategies.

## Materials and Methods

### Insects, bacteria and toxin

*S. exigua* larvae from the FRA colony kindly provided by M. López-Ferber (INRA, St.-Christol les Alés, France) [33], were used in the experiments. The colony was reared at 25°C, with a relative humidity of 70%, and a photoperiod of 16 h:8 h (light: dark), on an artificial diet [43].

The gene encoding the Vip3Aa protein (NCBI accession AAC37036) cloned into the pMaab9 plasmid, was kindly supplied by Bayer BioScience N. V. (Ghent, Belgium). The *Escherichia coli* WK6 strain was used as the expression host strain. For protein production, *E. coli* cultures were induced with 1 mM IPTG. Cells were pelleted by centrifugation at 8,800 *g* at 4°C for 30 min, frozen at -20°C, and subsequently lysed by a 30 min incubation at 37°C in 20 mM phosphate buffer (pH 7.4) containing 0.5 M NaCl, 3 mg/ml lysozyme, 10 µg/ml DNAse, and 0.1 mM PMSF. The lysate was sonicated on ice and centrifuged at 27000 *g* at 4°C for 30 min. The supernatant (containing the Vip3Aa1 protein), was filtered through 45 µm filters and stored at -20°C until use in the feeding experiments. The concentration of Vip3Aa toxin in the supernatant was determined by densitometry after SDS–PAGE electrophoresis, using the 1D Manager Software (TDI, Madrid, Spain). The *E. coli* control strain was cultured and processed in the same manner as performed for the Vip3Aa-producing *E. coli* strain.

### Treatment of *S. exigua* larvae with Vip3Aa

To synchronize the insects, late third instar *S. exigua* larvae (L3) were selected the day before the feeding experiments. The following day, approximately 16 h after the selection, the newly moulted L4 larvae were separated and exposed, individually, to a dose of Vip3Aa of 111 ng/cm^2^, which produced a 99% growth inhibition (Figure S1). As a control, the filtered supernatant obtained from the *E. coli* control culture, diluted to the same degree as was required to dilute the Vip3Aa-containing supernatant, was used to feed the larvae.

Three independent biological replicates of the Vip3Aa feeding experiments were performed. In each, sixteen larvae were exposed to the supplemented food for 8 h and 24 h. After these times, only larvae that had fed (as determined by observing the food bites) were selected for midgut dissection. At least seven larvae were used for each time point. Midguts of the larvae from each treatment (8 h or 24 h) were pooled for further processing.

### Microarray design

A 44K Agilent oligonucleotide chip was designed using the eArray application from Agilent (Agilent Technologies, Wilmington, DE, USA) and included 29,102 unigenes from *S. exigua* (GEO Acc. No. GPL17775). The sequences of *S. exigua* were obtained from an *S. exigua* transcriptome sequencing project, described elsewhere, specifically designed to be enriched in pathogen-induced genes [42]. Most of the unique assembled sequences (unigenes) in the microarray were represented by two 60-mer oligonucleotide probes, designed to target different sections of each unigene. 

### RNA purification, labeling, and hybridization

The RNA from *S. exigua* midguts was purified using RNAzol reagent from Molecular Research Center, Inc. (Cincinnati, OH, USA), and purified using the RNAeasy Kit (Qiagen GmbH, Hilden, Germany) following the protocols provided by the manufacturers. The quality of RNA was assessed with an Agilent 2100 Bioanalyzer using the Eukaryote Total RNA Nano protocol.

Agilent One-Color Spike-in Mix was added to the purified RNA and 600 ng of total RNA was used for complimentary RNA (cRNA) synthesis. From the resulting cRNA, 165 µg were fluorescently labeled with cyanine-3-CTP 1, fragmented, and hybridized to the S. *exigua* microarray chip following the One-Color Microarray-Based Gene Expression Analysis (Quick-Amp labeling) protocol from Agilent, as described in Jakubowska et al. [44]. RNA labeling and hybridization, as well as array scanning and data extraction, were performed by the Microarray Analysis Service of the Principe Felipe Research Centre (CIPF), Valencia, Spain. Microarray results are available at NCBI, GEO Acc. No. GSE51195.

### Microarray data analysis

*S. exigua* microarray chips were scanned using a G2505B Agilent scanner and data were extracted using Agilent Feature Extraction 9.5.1 software. Before data analysis, hybridization quality control reports were verified for being correct. Data analysis was performed using free Babelomics 4.3 software (available online: http://babelomics.bioinfo.cipf.es/) [45]. First, all arrays were normalized using spike-ins and quantile normalization methods. Normalized arrays for the samples treated with Vip3Aa were compared to the normalized arrays for the controls at the two time points (8 h and 24 h after treatment), and expressed as fold-change in the expression. Fold-change is defined here as a difference in log_2_ values between treated and control sample, and later reported as linear ratios. The thresholds of fold-change > 2 and p-value < 0.05 were applied to consider a gene as regulated compared with control. Previous studies showed that fold change values together with a nonstringent statistical p-value cutoff provided increased consistency in the analysis of Gene Ontology terms and pathways affected [46] and generate more reproducible results [47-50]. Therefore, the false discovery rate (FDR) [51] has not been used. The FDR values in this study ranged from 0.002 (24 h of Vip3Aa treatment) to 0.126 (8 h of Vip3Aa treatment). It is worth noting that the numbers of regulated unigenes before applying statistical t-test were very similar to the numbers of unigenes when t statistics was included, which suggested a high repeatability of the biological replicates.

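Recomputed from the array files over 26898 insect targets (a target is the mean of the probes of one sequence, or the single probe of one strand), 5109 targets differed from the controls by more than 2-fold at 8 h and 5068 at 24 h before any test. A plain t-test at an unadjusted p under 0.05, called the methods' t-test here, left 3710 of these at 8 h and 3669 at 24 h when two-sided. When one-sided, it left 4123 and 4122. The moderated test of limma, also without adjustment and with the same fold-change threshold, left 4213 and 4185. When the p-values of the two-sided t-test were adjusted by the Benjamini-Hochberg method, 2004 targets passed at 8 h and 2252 at 24 h.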

Annotations of the unigenes were performed using Blast2GO [52]. Functional clustering of regulated genes, while maintaining the applied thresholds, was performed using DAVID version 6.7 software [53]. The 1,470 regulated unigenes with homology to *Bombyx mori* genes that were admitted by DAVID, were then analyzed using the *B. mori* gene list as a background for functional enrichment analysis. Resulting clusters were ranked according to the Enrichment Score, which is the overall score for the whole group of terms and is calculated based on the EASE enrichment scores of all members of the group. The EASE enrichment score was calculated using the Fischer Exact test with the p-value threshold set to 0.05.

### Microarray data validation by quantitative real-time polymerase-chain reaction

To confirm the microarray data, 19 regulated genes were validated by quantitative PCR (qRT-PCR). Primers for the analysis (Table S1) were designed using Primer Express software (V 2.0.0, Applied Biosystems, Foster City, CA, USA) and verified *in silico* using the GenosysOligoMail ver. 2.0 program (Genosys, Sigma-Aldrich, TX, USA). The suitability of the primers was further assessed in the qRT-PCR working conditions. The *ATP synthase* subunit *C* house-keeping gene was used as an internal control for normalization of the samples [29,33,44,54]. The cDNA was synthesized from 1 µg of RNA treated with DNase I (Invitrogen, Life Technologies Corporation, CA, USA) by reverse transcription using oligo-d(T) primer and SuperScript II Reverse Transcriptase (Invitrogen) according to manufacturer protocols. The qRT-PCRs were carried out in an ABI PRISM® 7000 Sequence Detection System (Applied Biosystems). Reactions were performed using Power SYBR Green PCR Master Mix (Applied Biosystems) with 5 µl cDNA template (12.5 ng) in a final reaction volume of 25 µl. Forward and reverse primers were added to a final concentration of 300 nM. Expression ratios were calculated using the formula ΔΔCt = (Ct_gene of interest, treated_ – Ct_reference gene, treated_)-(Ct_gene of interest, control_ – Ct_reference gene, control_). The final and absolute gene regulation values (or fold-change values) were obtained as 2^-ΔΔCt^, and were expressed as 2^-ΔΔCt^ for up-regulated unigenes and as 1/(2^-ΔΔCt^) for down-regulated unigenes, thus allowing a better understanding of down-regulation intensities.

## Results and Discussion

### Microarray data analysis

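Each array file lists 45214 spots, of which 43797 carry biological probes and 1417 are control spots. Among the 43677 different probes, 38221 are named after insect sequences. The remaining probes are named after viruses: 4798 after SeMNPV and 314 after AcMNPV, which are baculoviruses, and 344 after SeIFV, an abbreviation that the files do not spell out. As in the tables of the paper, the insect probes were grouped into targets. Of the 26898 insect targets, 11355 carry no strand in their name, and 11323 of these are measured by 2 probes and 32 by 1. For 7764 other sequences the sense strand and the antisense strand are a target each, with 1 probe per strand, and 15 targets named reverse also have 1 probe. The authors' deposited value table lists 26790 of the insect targets. Counts of regulated sequences are given here as targets, so a unigene represented by several targets is counted once for each. The 5456 virus targets are left out of these counts.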

The transcript profiles of Vip3Aa-treated larvae as compared to control larvae were assessed using a custom *S. exigua* microarray containing 38,174 probes representing more than 29,000 *S. exigua* unigenes. Microarray probes were designed based on the unigenes from a S. *exigua* transcriptome designed to be enriched for pathogen-related genes [42]. 

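Newly moulted L4 larvae of S. exigua were fed for 8 h or 24 h on diet with Vip3Aa, a vegetative insecticidal protein that B. thuringiensis secretes, at 111 ng/cm2. Control larvae received the diluted supernatant of an E. coli culture without the toxin. The deposited labels call these control larvae non-treated, and give no harvest time for them. RNA from pooled midguts of each of 3 independent feeding experiments was hybridized to a 1-colour Agilent array, which gives 3 arrays for the controls, 3 for 8 h and 3 for 24 h. The paper gives at least 7 larvae per pool and the deposited labels give 6 to 7. The same 3 control arrays serve both time points. The files hold the intensity of each spot as the authors' scanner software extracted it, with the background subtracted and no normalization between arrays. The software version in the files is 10.7.1.1, another release than the methods name.

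Between 65.3% and 65.7% of the probes were well above background on the control arrays (median 65.5%), between 63.4% and 65.8% on the 8 h arrays (median 65.6%) and between 63.5% and 67.4% on the 24 h arrays (median 66.8%). The median processed signal per array was 110.4 to 113 intensity units (median 112) in the controls, 77.5 to 92.0 (median 90.4) at 8 h and 90.8 to 97.4 (median 95.6) at 24 h. The software marked 171 spots as outliers, 126 of them on control replicate 3, and these were left out. No spot was saturated. The arrays lay on 3 slides. Slide 1 held 8 h replicate 1, slide 2 held control replicate 1, 8 h replicate 2 and 24 h replicates 1 and 2, and slide 3 held control replicates 2 and 3, 8 h replicate 3 and 24 h replicate 3.

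From these files, log2 of the processed signal was quantile normalized over all 43677 probes, as the methods name quantile normalization, and the probes of a target were averaged. All 26898 insect targets were tested with limma in one fit over the 9 arrays, with a mean per group and no other term. A target is said here to be called when its Benjamini-Hochberg adjusted p is under 0.05 and its fold change is over 2, and an adjusted p given here for a target comes from this fit where no other fit or setting is named with it. Levels are normalized log2 signals, as the mean and SD of 3 arrays, and the number of arrays limits their precision. A probe that was not well above background on any array of a group has only an upper limit in that group. On each such array the probe was raised to the lowest signal of any probe well above background, where it lay lower, and the fold of its target is written as at least that size. A log2 fold change of such a target is a fitted value and no bound. No fold is given where it came to under 1 or where both groups were below background. The fit was repeated 9 times with 1 array left out, and a target that was not called in all 9 refits is given with the number of refits that called it.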

A sublethal concentration of Vip3Aa protein (causing 99% growth inhibition) was used to elicit changes in gene expression after 8 and 24 h of treatment.

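Of the 26898 insect targets, 4771 (17.7%) were called at 8 h, at 24 h or at both time points. With the 6 treated arrays set together against the 3 control arrays, 3688 targets were called, of which 2020 were higher and 1668 lower in Vip3Aa-treated larvae. The 3 treated arrays overlapped with the 3 control arrays for 12 of the targets called at 8 h and for 16 of those called at 24 h. Over all targets, called or not, 39.6% at 8 h and 41.0% at 24 h had no overlap, where chance gives 10%. The fold of 585 targets called at 8 h and of 577 called at 24 h is a lower bound or could not be given, and 124 and 82 of the called targets were below background in both groups. Among the alternatives of processing, the number of targets called at either time point moved most without a minimum fold change, to 8846, and with the normexp background correction, to 2391. When single arrays were left out it lay between 3931 and 4935.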

The data obtained showed that 5526 unigenes were transcriptionally regulated, representing 19% of all unigenes present in the array. This is high when compared with other analyses of transcriptional changes after microbial infection or Cry intoxication in lepidopterans (from 1 to 11%) [55-57], coleopterans (about 1%) [34], or dipterans (around 7%) [20]. This wide transcriptional change suggests a strong response of the organism to Vip intoxication, even taking into account the characteristics of the transcriptome represented in the microarray, aimed to be enriched in pathogen-induced genes [42].

The heat map generated from the microarray data (Figure 1A) showed that the biological replicates grouped together, indicating the robustness of the results. In addition, the genes regulated at 8 and at 24 h grouped together and were separate from the controls. 

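The distance between 2 arrays was measured as the root mean square of their log2 differences over all 26898 insect targets, regulated or not. It averaged 0.76 between arrays of one group and 1.02 between arrays of different groups, a difference of 0.26. None of the other ways to divide the 9 arrays into 3 groups of 3 gave a larger difference (one-sided exact permutation test over 280 divisions, p = 0.00357, the smallest p that this design allows). Over the alternatives of processing the exact p lay between 0.00357 and 0.00714. Single pairs of arrays did overlap, since the smallest distance between arrays of different groups, 0.75, was below the largest distance within a group, 0.84.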

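Arrays of the 8 h and the 24 h larvae lay on average 0.826 log2 units apart. The mean distance to the control arrays was 1.097 for the 8 h arrays and 1.126 for the 24 h arrays.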

Analysis of the expression profiles over time, grouped the regulated genes into nine clusters. The clusters that included more than 500 genes are represented in Figure 1B and indicate that most of the regulated unigenes showed the same type of regulation at both time points, either up-regulated (3,157 and 589 unigenes, Clusters 1 and 4 respectively) or down-regulated (1,715 and 1,304 unigenes, Clusters 2 and 3, respectively).The full list of unigenes belonging to each Cluster is provided in Table S2.

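Of the 4771 targets called at either time point, 4646 (97.4%) changed in the same direction at 8 h and at 24 h, 2572 upwards and 2074 downwards. Both comparisons use the same control arrays, which gives such a similarity with no effect at all. Unchanged groups were simulated 20 times, with all 9 arrays, controls included, drawn around the overall mean of each target with its spread. Targets were drawn independently, so a shift shared by many targets in the real controls is not covered, and the simulated values are no upper limit. On average 66.8% of all targets had the same sign at both time points (67.3% at most), whereas 80.2% did in the data. The correlation of the 8 h and 24 h log2 fold changes across targets, which are not independent replicates, was 0.50 in the simulations and 0.82 in the data. Only 3 targets were called in opposite directions, and they are named here after their values were seen. SEX-LxN-C10733 had a log2 fold change of -1.51 at 8 h and 2.91 at 24 h, SEX-LxN-C11469 (described as glycoside hydrolases) of -1.30 and 1.43, and SEX-LxN-C7067 (glucose dehydrogenase) of 1.73 and -2.16.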

**Figure 1:**
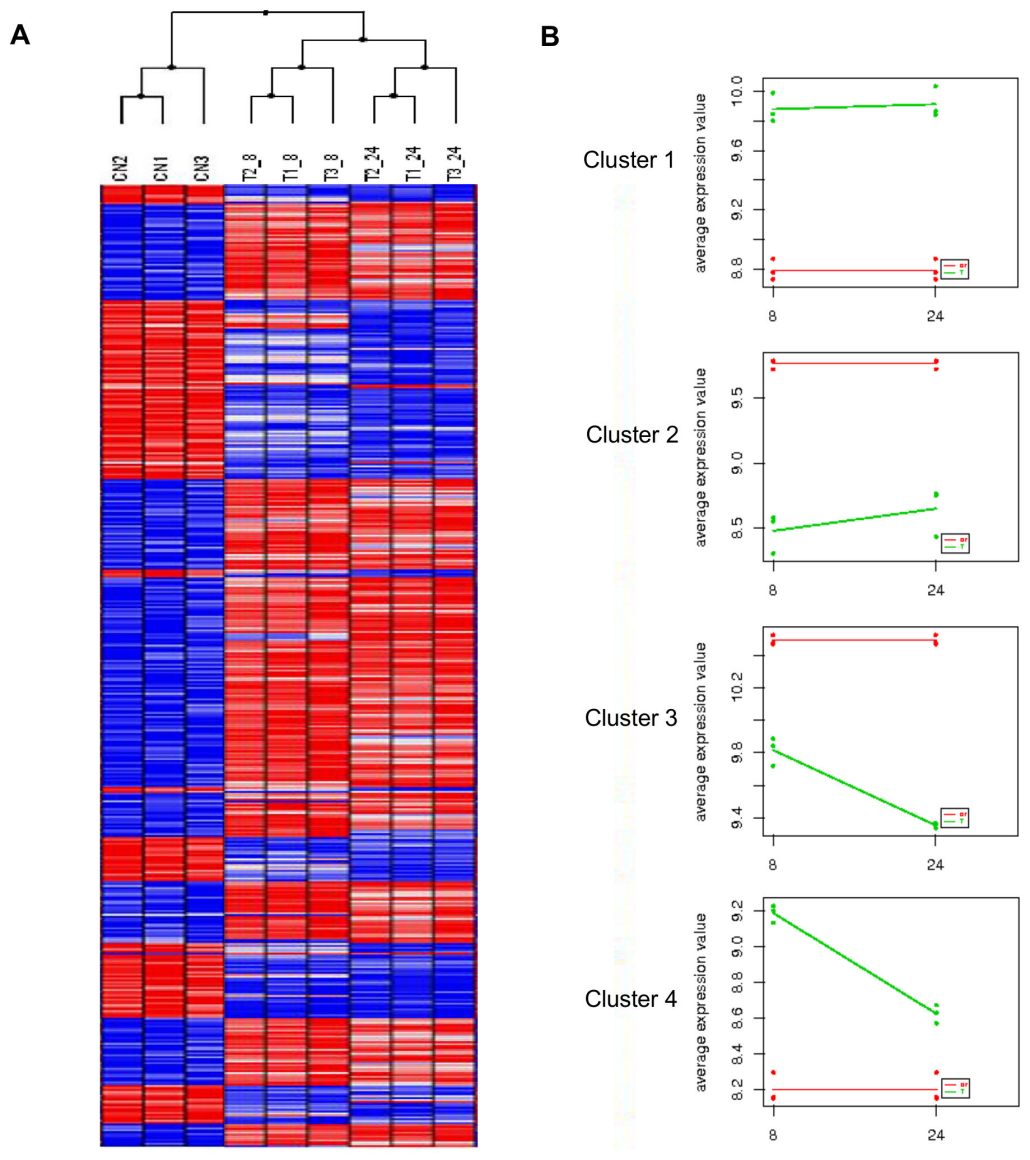
Differentially regulated genes during Vip3Aa intoxication. (A) Clustered heat map of regulated unigenes generated by Babelomics software. (B) Clustered temporal expression profiles of the regulated unigenes over time, generated by Babelomics software. Figure only shows clusters that included more than 500 members. Red: control unigenes. Green: regulated unigenes.

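In the limma fit, 3575 targets (13.3% of those tested) were called after 8 h of Vip3Aa feeding and 3553 (13.2%) after 24 h. When the 24 h arrays were tested directly against the 8 h arrays, 83 targets were higher and 106 were lower at 24 h. These 2 counts depended on single arrays. They lay between 0 and 116 and between 0 and 105 with each array left out. Limma called 0 higher and 1 lower without 8 h replicate 2, and 4 and 4 without 24 h replicate 2. Without 24 h replicate 1 it called 0 targets in either direction, and 569 higher and 467 lower without adjustment. At an unadjusted p under 0.05 and over 2-fold, limma gave 580 higher and 443 lower with all arrays, and the methods' t-test gave 457 and 339 when two-sided. With the replicate number as a block, 26 were higher and 48 lower, and 57 of the 189 targets were still called. With the slide as a block, the 24 h against 8 h comparison called 0 targets higher and 1 lower, SEX-LxN-C5309_anti, whose log2 difference was -2.36 with the block (adjusted p = 0.0405) and -1.93 without it (adjusted p = 0.0481).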

Of the 5,526 regulated unigenes, there were almost the same number of regulated genes after 8 h than after 24 h of intoxication (4,121 *vs.* 4,123, respectively; Figure 2). An overview of previous reports on time course transcriptional responses after intoxication with insecticidal proteins or bacterial feeding, shows that the response depends on the insect and on the toxic agent [30,31,34,55-58]. When the up- and down-regulated unigenes were considered separately, the number of regulated genes that resulted was similar at both time points (2,243 and 2,323 up, and 1,878 and 1,800 down, after 8 h and 24 h respectively; Figure 2). These results are in contrast with those described in experiments of intoxication with Bt Cry toxins where the proportion of down-regulated genes was greater than that of up-regulated genes [30,34]. However, our results resembled the ones observed in insects fed with whole bacteria or virus [20,56,57]. It should be noted that the levels of down-regulation achieved by the most repressed genes (around 660-fold) were greater than the levels of overexpression achieved by the most up-regulated genes (around 160-fold).

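The 3575 targets called at 8 h divided into 1960 higher and 1615 lower than in the controls (54.8% higher), and the 3553 called at 24 h into 1996 higher and 1557 lower (56.2% higher). The share of higher calls depended on the scaling of the arrays. With the arrays scaled on the 10 spike-in probes in place of quantile normalization, 33.6% of the calls at 8 h were higher (1130 higher and 2234 lower) and 51.7% at 24 h (1619 and 1514). With each array scaled on the 75th percentile of its signal, 60.6% were higher at 8 h and 63.0% at 24 h, and the median log2 fold change of all targets was 0.23 and 0.16, against 0.03 and 0.01 after quantile normalization.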

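Among the called targets whose 3 treated arrays did not overlap with the 3 controls, the largest fitted decrease was that of SEX-LxN-C1037 at 24 h, from 12.53 ± 1.01 (SD, n = 3) in controls to 3.17 ± 1.51 (SD, n = 3) log2 units (log2 fold change -9.36 (SE 0.78, adjusted p = 0.000504)). Its signal was well above background on 1 of the 3 arrays at 24 h and on 2 of 3 at 8 h, so the size of the decrease is not exact, and neither is its rank against targets whose decrease is a lower bound. The other targets among the 5 largest fitted decreases at both time points were SEX-LxN-C19458, SEX-LxN-C16094_sense and SEX-LxN-C19431. The paper joined the unigenes of SEX-LxN-C1037, SEX-LxN-C19458 and SEX-LxN-C16094_sense into a single contig. SEX-LxN-C19458 was 302-fold lower at 8 h and 333-fold at 24 h. The decreases of SEX-LxN-C16094_sense were at least 133-fold and at least 147-fold, and those of SEX-LxN-C19431 at least 61.3-fold and at least 67.7-fold. SEX-LxN-C512 completed the list at 8 h with a decrease of 101-fold, and SEX-LxN-C3645 (chymotrypsin-like protease) at 24 h with at least 161-fold. The rank of each target given as a bound is not exact either. At 24 h the decreases of the 3 chitin deacetylase targets of Table 1 were measured, with log2 fold changes from -7.70 to -6.99. They are not in the list, and may have been larger than those given as a bound.

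The largest increase was that of SEX-LxN-C3620_sense (REPAT23) at 24 h, from 8.23 ± 0.65 (SD, n = 3) in controls to 15.56 ± 0.89 (SD, n = 3), which is 161-fold (log2 fold change 7.33 (SE 0.61, adjusted p = 0.000504)). At 24 h it was followed by SEX-LxN-C4302 (juvenile hormone binding protein) with 77.9-fold, SEX-LxN-C13620_sense (diapausin precursor) with 72.3-fold, SEX-LxN-C795 (diapausin precursor) with 44.5-fold and SEX-LxN-C2890 (H. virescens immune response unigene) with 43.3-fold. At 8 h the largest fitted increase was that of SEX-LxN-C14410 (pancreatic lipase), given as at least 44.6-fold. It was followed by SEX-LxN-C4302 with 51.2-fold, SEX-LxN-C18840 with 44.3-fold, SEX-LxN-C16997 (REPAT1) with 40.3-fold and SEX-LxN-C18774 (juvenile hormone binding protein) with 35.0-fold. With the slide as a block SEX-LxN-C18840 was not called.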

**Figure 2:**
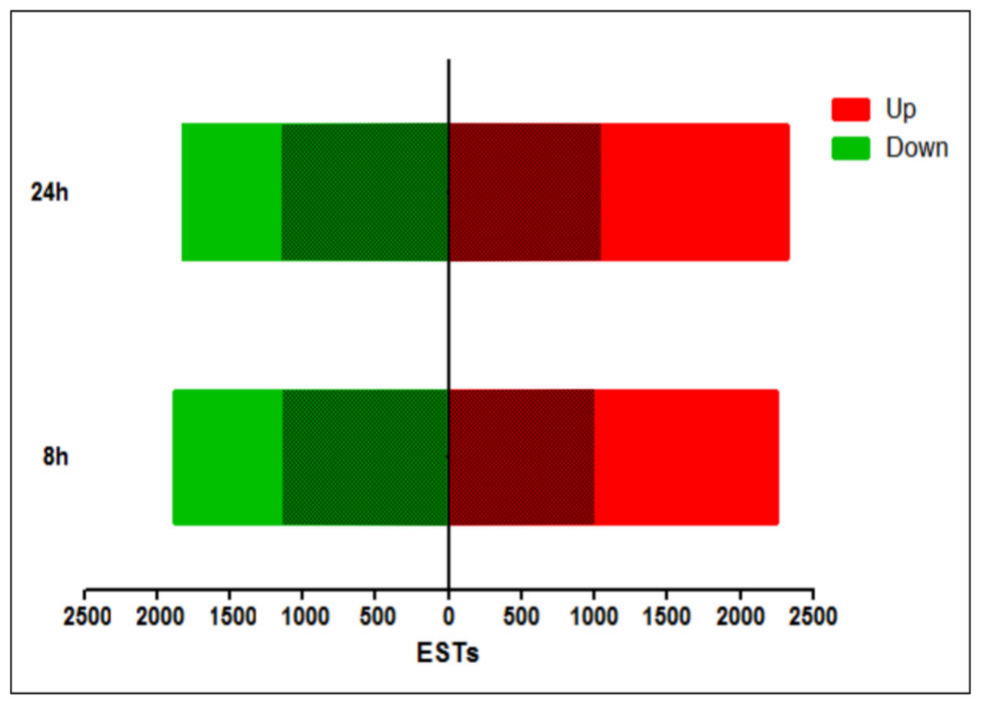
Gene expression overview of regulated unigenes in *S. exigua* midguts. The number of genes up- and down-regulated after 8 h and 24 h of Vip3Aa feeding is shown. Shaded areas indicate the proportion of unigenes with homologies in databases.

The distribution of up- and down-regulated unigenes according to length of treatment is summarized in Figure 3. About half of all regulated unigenes exhibited altered expression levels at both 8 h and 24 h of Vip3Aa treatment (1,222 and 1,492, that together account for 49.2% of all regulated unigenes), whereas about a quarter of genes responded only at 8 h (749 up and 654 down, that together account for 25.4% of the regulated genes), and another quarter responded only after 24 h (829 up and, 576 down, a 25.4% of regulated genes).

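Of the 4771 targets called at either time point, 2354 (49.3%) were called in the same direction at both, 1328 higher and 1026 lower. The call was made at 8 h alone for 1218 targets (25.5%; 631 higher and 587 lower) and at 24 h alone for 1196 (25.1%; 666 higher and 530 lower). A call at one time point alone is not a tested difference between the time points. The direct comparison of 24 h with 8 h called 62 of the targets called at 8 h alone, 68 of those called at 24 h alone and 29 of those called at both. At the other time point, 869 of the targets called at 8 h alone and 843 of those called at 24 h alone had changed the same way by more than 1.5-fold. Without adjustment, 66.7% of the targets past both thresholds at 8 h were also past them at 24 h in the same direction. In the simulations of unchanged groups, which drew the controls as well and the targets independently, 22.8% were on average. None of the simulations gave a target called at both time points. Single arrays left out in turn gave between 1851 and 2511 targets called at both, between 868 and 1584 at 8 h alone and between 949 and 1639 at 24 h alone.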

**Figure 3:**
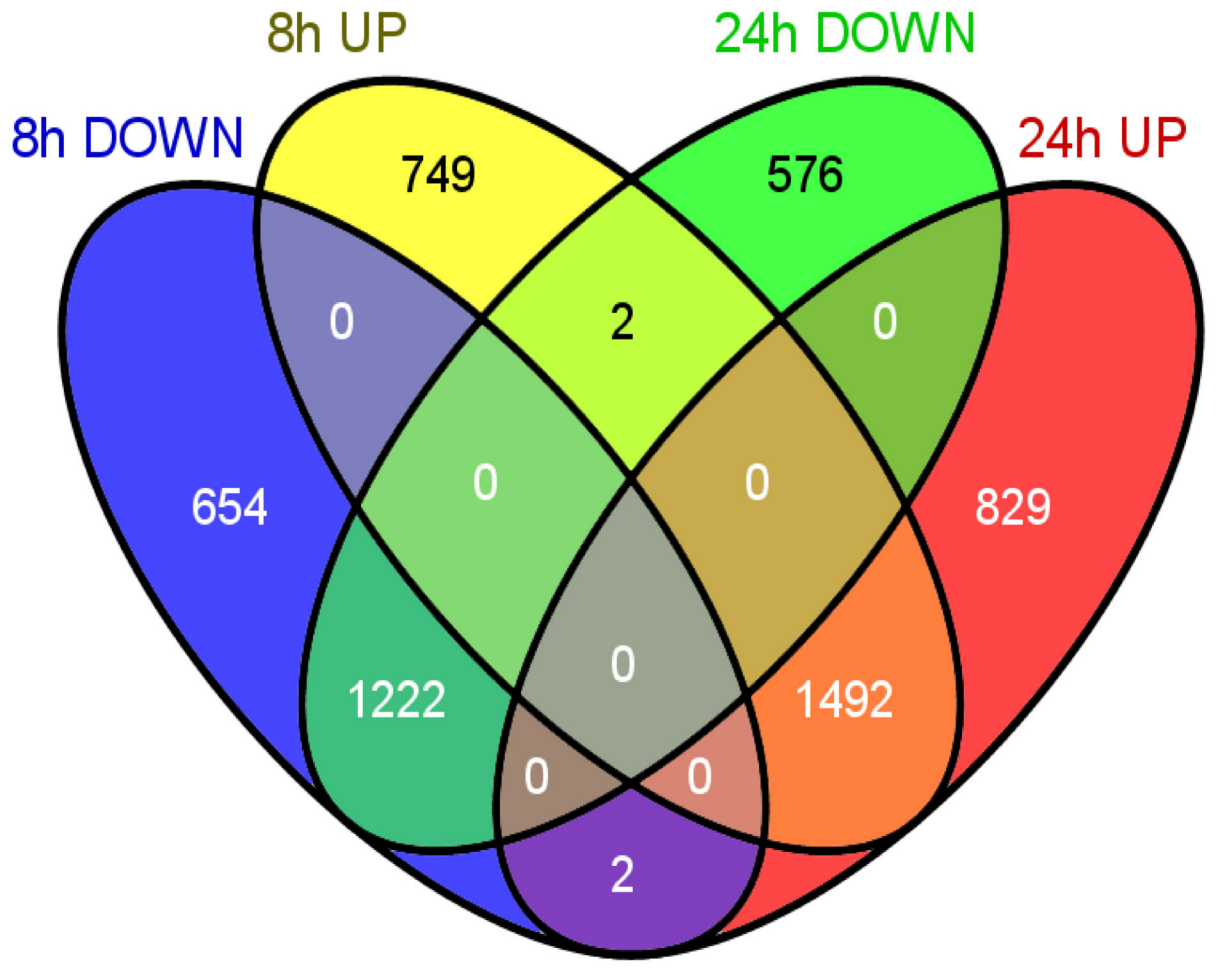
Venn diagram showing up- and down-regulated unigenes at 8 h and 24 h of Vip3Aa feeding.

### Global effect of Vip3Aa treatment on *S. exigua* midgut

Around 40% of the up-regulated and about 60% of the down-regulated unigenes showed homology to known genes from public sequence databases as assessed by Blast2GO annotation (Figure 2). The list of unigenes with homologies in databases, regulated at both 8 h and 24 h, or regulated only at 8 h or only at 24 h following Vip3Aa treatment, is available in Table S3.

The microarray data were validated by qRT-PCR. From the most strongly regulated, we chose eleven up-regulated and eight down-regulated unigenes (underlined unigenes in Table 1) to confirm the microarray results. 

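The array holds a pair of targets described as REPAT1. SEX-LxN-C16997 rose from 6.09 ± 1.51 (SD, n = 3) log2 units in controls to 11.42 ± 0.79 (SD, n = 3) at 8 h, 40.3-fold (log2 fold change 5.33 (SE 1.14, adjusted p = 0.0134)), and lay at 9.15 ± 2.10 (SD, n = 3) at 24 h, 8.35-fold above the controls (log2 fold change 3.06 (SE 1.14, adjusted p = 0.0897)). SEX-LxN-C4254 was 20.3-fold higher at 8 h (log2 fold change 4.34 (adjusted p = 0.0251), called in 5 of the 9 refits) and 4.12-fold higher at 24 h (log2 fold change 2.04 (adjusted p = 0.230)). Both were called at 8 h and neither at 24 h. The difference between the time points was not called for either target, with a log2 difference of -2.27 (adjusted p = 0.400) for SEX-LxN-C16997 and -2.30 (adjusted p = 0.378) for SEX-LxN-C4254. SEX-LxN-C16997 was called at 24 h when 24 h replicate 1 was left out, with a log2 fold change of 4.03 (adjusted p = 0.0436). Its adjusted p at 24 h lay between 0.0436 and 0.221 over the alternatives. With the slide as a block neither target was called at 8 h, where the adjusted p of SEX-LxN-C16997 was 0.0559 within a range from 0.00643 to 0.0559.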

The validation was also performed for *repat1* (unigene Se_U19481), since it has been reported to be involved in the response of *S. exigua* to Bt Cry intoxication [29] and, in the present study, was found specifically regulated after 8 h of Vip3Aa feeding exhibiting 41-fold up-regulation (Table S3). The up-regulated genes selected for the validation included homologous to genes involved in response to pathogens or defense, transport of proteins and metabolism. The down-regulated genes selected for validation included the three unigenes most strongly repressed (coding for unknown proteins), and unigenes homologous to genes coding for peritrophic matrix proteins and metabolism related enzymes. The qRT-PCR validation results are summarized in Figure 4. The expression values obtained by qRT-PCR confirmed the microarray results at 8 h and 24 h, thus confirming their respective profiles of expression over time. A comparison of the mean values of expression obtained from the microarray and from qRT-PCR is shown in Figure S2.

**Table 1:** *S. exigua* unigenes with the highest levels of regulation after Vip3Aa feeding.

**Unigene**	Target Name*	**Fold change 8 h**	**p-value**	**Fold change 24 h**	**p-value**	**Name**	**Blastx First Hit**	**E-value**
SE_U11312	SEX-LxN-C3620 sense	18.60	1.57E-03	163.03	1.72E-04	REPAT23	gi|383931963|gb|AFH57143.1| repat 23 [Spodoptera exigua]	3.00E-92
SE_U56776	SEX-LxN-C4302	51.14	2.68E-03	78.52	1.86E-03	juvenile hormone binding protein	gi|255977200|dbj|BAH97092.1| juvenile hormone binding protein [Bombyx mori]	4.44E-32
SE_U13520	SEX-LxN-C13620_sense	16.88	1.20E-02	72.68	2.08E-03	diapausin precursor	gi|156891151|gb|ABU96713.1| diapausin precursor [Spodoptera litura]	3.27E-19
SE_U33476	SEX-LxN-C795	22.95	6.17E-04	44.87	1.32E-04	diapausin precursor	gi|156891151|gb|ABU96713.1| diapausin precursor [Spodoptera litura]	2.16E-18
SE_U08997**	SEX-LxN-C2890	18.70	1.44E-03	43.77	5.48E-03	The regulation of *Heliothis virescens* innate immune responses by parasitization of *Campoletis sonorensis*	No hits found	2E-09 (Blastn)
SE_U20473	SEX-LxN-C14410	73.13	1.16E-03	40.53	1.96E-03	pancreatic lipase	gi|187884606|gb|ACD37364.1| pancreatic lipase 2 [Mamestra configurata]	1.66E-70
SE_U06544**	SEX-LxN-C2345	15.58	2.13E-03	35.17	7.86E-03	The regulation of *Heliothis virescens* innate immune responses by parasitization of *Campoletis sonorensis*	No hits found	2E-09 (Blastn)
SE_U09334	SEX-LxN-C111	16.38	1.58E-03	36.28	2.12E-04	REPAT2	gi|209868384|gb|ACI90727.1|Repat2 [Spodoptera exigua]	3.00E-87
SE_U13239	SEX-LxN-C4303	20.16	1.43E-04	30.99	8.98E-05	juvenile hormone binding protein	gi|255977200|dbj|BAH97092.1| juvenile hormone binding protein [Bombyx mori]	1.05E-17
SE_U08322	SEX-LxN-C13100	27.79	2.84E-03	30.43	2.88E-03	pancreatic lipase	gi|187884606|gb|ACD37364.1| pancreatic lipase 2 [Mamestra configurata]	1.66E-70
SE_U17986	SEX-LxN-C18774	35.10	1.14E-03	28.09	1.31E-02	juvenile hormone binding protein	gi|255977200|dbj|BAH97092.1| juvenile hormone binding protein [Bombyx mori]	2.00E-74
SE_U13929	SEX-LxN-C16964_sense	10.66	1.55E-02	27.16	5.49E-05	glutathione s-transferase 2	gi|112983028|ref|NP_001037077.1| glutathione S-transferase 2 [Bombyx mori]	8.32E-50
SE_U18528	SEX-LxN-C7876	5.37	9.19E-03	25.04	8.16E-04	phosphoenolpyruvate carboxykinase	gi|95103060|gb|ABF51471.1| mitochondrial phosphoenolpyruvate carboxykinase isoform 4 [Bombyx mori]	1.73E-149
SE_U02497	SEX-LxN-C12451	16.89	2.15E-04	24.82	1.68E-04	insulin-related peptide binding protein	gi|7407187|gb|AAF61949.1|AF236641_1 insulin-related peptide binding protein [Spodoptera frugiperda]	1.04E-93
SE U08322	SEX-LxN-C9182	23.27	4.12E-03	24.36	4.81E-03	pancreatic lipase	gi|187884606|gb|ACD37364.1| pancreatic lipase 2 [Mamestra configurata]	1.79E-08
SE_U10027	SEX-LxN-C3563_sense	12.28	2.52E-03	23.61	2.99E-04	diapausin precursor	gi|156891151|gb|ABU96713.1| diapausin precursor [Spodoptera litura]	5.70E-19
SE_U20685	SEX-LxN-C17485	14.29	1.26E-03	22.21	6.80E-04	REPAT2	gi|209868384|gb|ACI90727.1| REPAT2 [Spodoptera exigua]	3.00E-46
SE_U20782	SEX-LxN-C2522	12.74	8.52E-04	20.02	5.00E-81	REPAT16	gi|383931949|gb|AFH57136.1| Repat16 [Spodoptera exigua]	4.00E-82
SE_U20516	SEX-LxN-C1716	5.18	4.95E-03	19.74	1.40E-03	lebocin-like protein	gi|171262319| gb |ACB45566.1| lebocin-like protein [Antheraea pernyi]	2.00E-23
SE_U22077	SEX-LxN-C16929_sense	17.50	3.04E-04	18.46	2.98E-04	putative cuticle protein	gi|223671103|tpd|FAA00503.1| TPA: putative cuticle protein [Bombyx mori]	8.85E-83
SE_U57703	SEX-LxN-C3107	17.21	2.70E-04	17.42	3.12E-04	cuticle protein 3	gi|56462130|gb|AAV91348.1| cuticle protein 3 [Lonomia obliqua]	2.87E-23
SE_U08322	SEX-LxN-C7110	15.10	5.17E-03	17.25	5.85E-03	pancreatic lipase	gi|187884606|gb|ACD37364.1| pancreatic lipase2 [Mamestra configurata]	1.66E-70
SE_U18692	SEX-LxN-C2625	-6.37	6.93E-04	-33.85	1.29E-03	chymotrypsin-like precursor	gi|255046231|gb|ACU00133.1| chymotrypsin-like protein precursor [Spodoptera litura]	1.71E-100
SE_U39115	SEX-LxN-C696	-5.35	3.68E-03	-34.57	6.67E-04	lipase	gi|171740897|gb|ACB54943.1| lipase [Helicoverpa armigera]	5.15E-04
SE_U16836	SEX-LxN-C4227	-32.61	2.69E-05	-36.76	1.00E-05	acyl-CoA oxidase	gi|357602837|gb| EHJ63527.1| putative acyl-CoA oxidase [Danaus plexippus]	5.00E-116
SE_U14733	SEX-LxN-C6000	-10.06	1.36E-03	-38.24	6.67E-05	serine protease	gi|304443637|gb|ACR16002.2| serine protease 48 [Mamestra configurata]	2.40E-94
SE_U10377	SEX-LxN-C4998	-4.35	3.16E-03	-40.28	1.36E-04	REPAT43	gi|383932003|gb|AFH57163.1|Repat43 [Spodoptera exigua]	4.00E-60
SE_U08232	SEX-LxN-C15193	-19.82	3.17E-03	-42.36	2.30E-03	cytochrome p450 monooxygenase	gi|21552587|gb|AAM54723.1| cytochrome P450 monooxygenase CYP4M7 [Helicoverpa zea]	8.12E-56
SE_U36716	SEX-LxN-C1692	-3.08	3.91E-02	-44.14	4.43E-04	chymotrypsin-like protein	gi|300680014 |gb|ADK27715.1|chymotrypsin-like protein 2 [Spodoptera litura]	2.00E-160
SE_U14607	SEX-LxN-C2974	-37.60	9.16E-04	-46.21	5.84E-04	pancreatic lipase	gi|187884606|gb|ACD37364.1| pancreatic lipase 2 [Mamestra configurata]	3.75E-43
SE_U19812	SEX-LxN-C18571_sense	-21.08	5.60E-03	-53.33	4.93E-03	cytochrome P450 monooxygenase	gi|21552587|gb|AAM54723.1| cytochrome P450 monooxygenase CYP4M7 [Helicoverpa zea]	3.63E-108
SE_U09066	SEX-LxN-C881	-7.69	1.11E-02	-54.09	2.19E-04	serine protease	gi|304443603|gb|ACR15971.2|serine protease 37 [Mamestra configurata]	3.00E-97
SE_U13832	SEX-LxN-C3291	-8.17	1.01E-02	-54.42	3.46E-06	1 3-dehydroecdysone 3alpha-reductase	gi|7862150|gb|AAF70499.1|AF255341_1 3-dehydroecdysone 3alpha-reductase [Spodoptera littoralis]	3.76E-41
SE_U12832	SEX-LxN-C17214	-59.83	6.74E-04	-69.82	2.13E-04	pancreatic lipase	gi|187884606|gb|ACD37364.1| pancreatic lipase 2 [Mamestra configurata]	1.14E-85
SE_U08232	SEX-LxN-C17101_sense	-24.36	9.22E-04	-74.24	1.48E-04	cytochrome P450 monooxygenase	gi|21552587|gb|AAM54723.1| cytochrome P450 monooxygenase CYP4M7 [Helicoverpa zea]	3.63E-108
SE_U57515	SEX-LxN-C371	-10.88	1.42E-03	-78.06	2.94E-03	chymotrypsinogen	gi|8037819|gb|AAF71517.1|AF233730_1 AiC6 chymotrypsinogen [Agrotis ipsilon]	1.58E-21
SE_U13695	SEX-LxN-C2240	-12.49	1.45E-03	-88.83	3.45E-03	chymotrypsin precursor	gi|29501764|gb|AAO75039.1| chymotrypsin precursor [Spodoptera frugiperda]	2.95E-83
SE_U08180	SEX-LxN-C14967	-14.14	3.04E-03	-125.79	3.28E-04	chitin deacetylase	gi|187884602|gb|ACD37362.1| chitin deacetylase 1 [Mamestra configurata]	5.74E-58
SE_U59986	SEX-LxN-C20053	-26.83	2.07E-03	-135.34	1.61E-04	serine protease	gi|237700841|gb|ACR16003.1| serine protease 44 [Mamestra configurata]	3.88E-07
SE U08346	SEX-LxN-C18212	-12.85	3.05E-03	-138.02	3.18E-05	chitin deacetylase	gi|187884602|gb|ACD37362.1| chitin deacetylase 1 [Mamestra configurata]	5.37E-115
SE_U10224	SEX-LxN-C13563	-16.60	3.53E-03	-207.28	2.64E-04	chitin deacetylase	gi|187884602|gb|ACD37362.1| chitin deacetylase 1 [Mamestra configurata]	5.74E-58
SE_U08783	SEX-LxN-C3645	-6.84	7.76E-03	-223.65	3.49E-04	chymotrypsin-like protease	gi|151199948|gb|ABR88231.1| chymotrypsin-like protease C1 [Heliothis virescens]	1.41E-84
SE_U22324**	SEX-LxN-C19458	-333.50	1.47E-04	-332.38	5.77E-04	No hits found	No hits found	--
SE_U18134**	SEX-LxN-C16094	-298.95	2.48E-04	-480.01	9.06E-05	No hits found	No hits found	--
SE_U12696**	SEX-LxN-C1037	-267.99	1.00E-04	-656.79	4.31E-04	No hits found	No hits found	--

The Table shows the 20 more up-regulated and the 20 more down-regulated unigenes that show homology to proteins in public databases, extracted from the list of regulated unigenes at both 8 and 24 h of treatment with Vip3Aa. Data are presented in descending order according to the expression values at 24 h. Unigenes which expression has been validated by qRT-PCR are underlined.

* Target Name represents the mean from two probes, unless “sense” or “anti” is indicated in which case only one probe is represented.

** Sequences with no protein homologous in databases but highly regulated or related with lepidopteran immune reaction.

**Figure 4:**
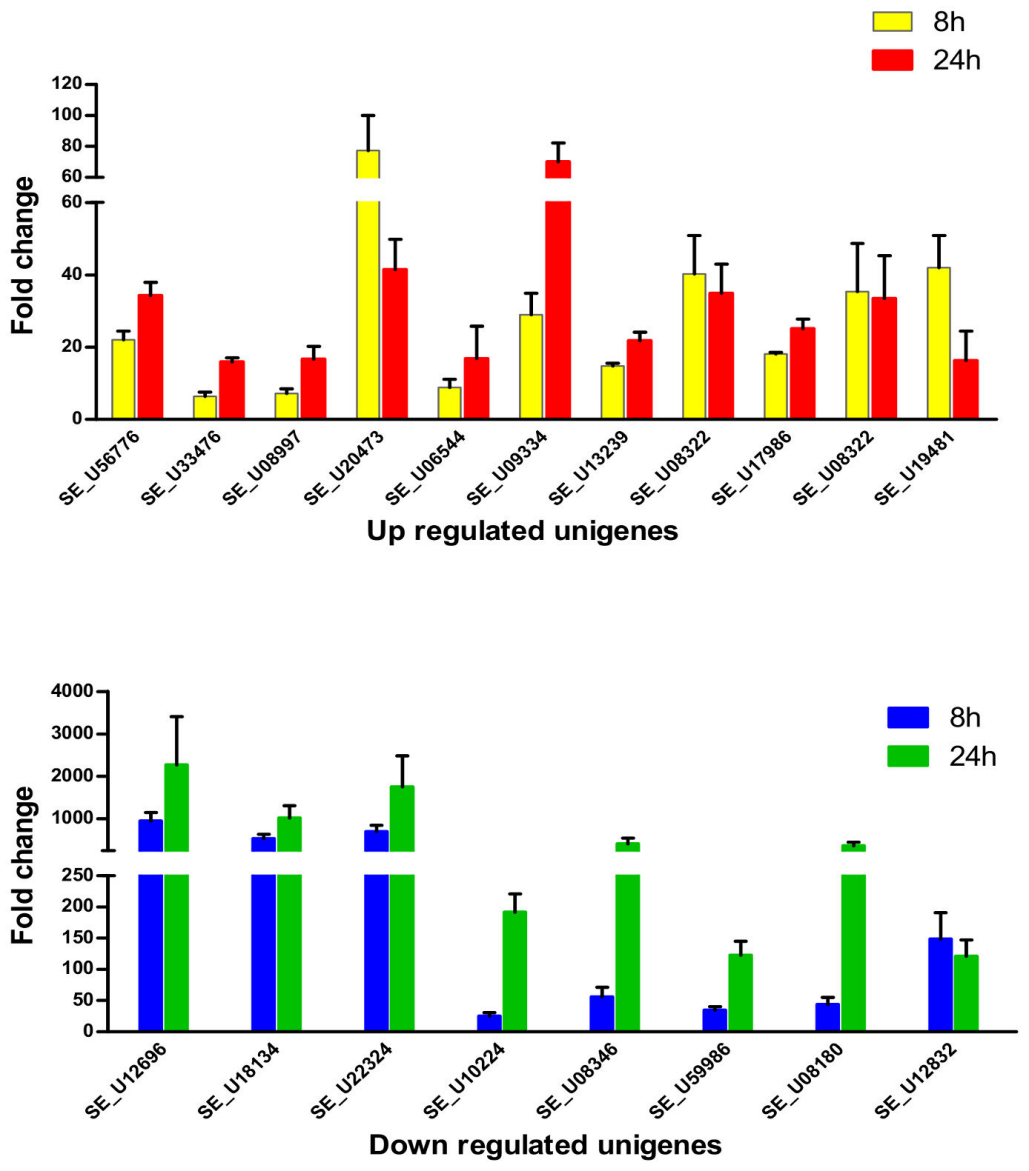
Validation of microarray data by qRT-PCR. The fold-change values (2^-ΔΔCt^) represent the mean and standard error of at least three replicates. The down-regulated fold-change values shown are the inverse of the 2^-ΔΔCt^ values.

To determine the type of biological processes and pathways that were affected by Vip3Aa intoxication, the functional clustering toolbox DAVID v.6.7 was used. The analysis resulted in the identification of 21 functional clusters. Table 2 summarizes the clusters with enrichment scores higher than 0.50 (the remaining clusters are reported in Table S4). The cluster with highest scoring (Cluster 1) included genes encoding hormone-binding, odorant binding and juvenile hormone-binding proteins. Homologous genes had been also found regulated in studies on *Spodoptera frugiperda* [31], *Choristoneura fumiferana* [30] and *B.mori* [56] intoxicated with Cry1Ca, Cry1Ab or *Bacillus bombyseptieus*, respectively. Recently, it was found that an odorant binding protein (related to the immune system response) in the coleopteran *Tribolium castaneum*, was specifically overexpressed after exposure to toxic Cry proteins [37]. 

**Table 2:** Functional annotation clusters of genes regulated by Vip3Aa treatment.

**Annotation Cluster**	**Term**	**Nr of genes in this cluster**	**% of genes in this cluster**	**p-value**
Cluster 1	Enrichment Score: 2.09			
	IPR013053:Hormone binding	5	0.52	6.97E-03
	IPR004272:Odorant binding protein	5	0.52	1.08E-02
	SM00700:JHBP	5	0.52	1.17E-02
Cluster 2	Enrichment Score: 1.18			
	IPR001304:C-type lectin	4	0.42	4.71E-02
	IPR016186:C-type lectin-like	4	0.42	4.71E-02
	SM00034:CLECT	4	0.42	5.08E-02
	Lectin	4	0.42	6.29E-02
	IPR018378:C-type lectin, conserved site	3	0.31	1.74E-01
Cluster 3	Enrichment Score: 1.03			
	IPR012674:Calycin	3	0.31	7.53E-02
	IPR000566:Lipocalin-related protein and Bos/Can/Equ allergen	3	0.31	7.53E-02
	GO:0008289~lipid binding	4	0.42	1.43E-01
Cluster 4	Enrichment Score: 0.84			
	IPR003598:Immunoglobulin subtype 2	3	0.31	1.06E-01
	IPR013098:Immunoglobulin I-set	3	0.31	1.06E-01
	SM00408:IGc2	3	0.31	1.12E-01
	IPR007110:Immunoglobulin-like	3	0.31	1.74E-01
	IPR013783:Immunoglobulin-like fold	3	0.31	2.85E-01
Cluster 5	Enrichment Score: 0.72			
	GO:0031090~organelle membrane	4	0.42	1.47E-01
	GO:0005743~mitochondrial inner membrane	3	0.31	1.60E-01
	GO:0019866~organelle inner membrane	3	0.31	1.60E-01
	GO:0031966~mitochondrial membrane	3	0.31	1.60E-01
	GO:0005740~mitochondrial envelope	3	0.31	1.76E-01
	GO:0031975~envelope	3	0.31	1.93E-01
	GO:0031967~organelle envelope	3	0.31	1.93E-01
	GO:0044429~mitochondrial part	3	0.31	2.10E-01
	GO:0005739~mitochondrion	3	0.31	4.16E-01
Cluster 6	Enrichment Score: 0.67			
	IPR002018:Carboxylesterase, type B	5	0.52	1.17E-01
	IPR019826:Carboxylesterase type B, active site	4	0.42	1.68E-01
	Lipid metabolism	4	0.42	4.88E-01
Cluster 7	Enrichment Score: 0.51			
	GO:0055114~oxidation reduction	14	1.46	3.67E-02
	GO:0046872~metal ion binding	21	2.19	7.22E-02
	GO:0043169~cation binding	21	2.19	1.12E-01
	GO:0043167~ion binding	21	2.19	1.12E-01
	metal-binding	11	1.15	2.12E-01
	iron	7	0.73	2.66E-01
	GO:0005506~iron ion binding	8	0.83	2.95E-01
	heme	5	0.52	3.75E-01
	GO:0020037~heme binding	5	0.52	4.43E-01
	GO:0046906~tetrapyrrole binding	5	0.52	4.43E-01
	GO:0046914~transition metal ion binding	13	1.36	4.95E-01
	GO:0009055~electron carrier activity	6	0.63	5.02E-01
	oxidoreductase	8	0.83	5.21E-01
	Monooxygenase	4	0.42	5.36E-01
	Secondary metabolites biosynthesis, transport, and catabolism	5	0.52	5.50E-01
	IPR002401:Cytochrome P450, E-class, group I	4	0.42	5.61E-01
	IPR017972:Cytochrome P450, conserved site	4	0.42	5.61E-01
	IPR017973:Cytochrome P450, C-terminal region	4	0.42	6.06E-01
	IPR001128:Cytochrome P450	4	0.42	6.06E-01

The second cluster consisted of C-type lectins and lectin-like proteins, which are sugar binding proteins involved in biological recognition pathways that are involved in the immune system [21,59,60]. The third cluster was comprised of lipocalin-related proteins, which are transporters of small hydrophobic proteins involved in many biological processes like the immune response and pheromone transport. The remaining clusters included proteins involved in pattern recognition, such as immunoglobulin-like proteins (Cluster 4); and proteins involved in biosynthesis, transport, and metabolism, such as carboxylesterases, ion binding proteins, cytochrome P450 and redox proteins (Clusters 6, 9, 10, 13, 14, 15, and 7, that grouped the redox reaction enzymes and that is the cluster with more genes represented). Other clusters consisted of proteinase inhibitors and proteolytic enzymes (Clusters 12 and 20), mitochondrial envelope proteins (Cluster 5) cytoskeletal structural proteins (Cluster 16), integral membrane proteins (Cluster 8), proteins involved in nucleic acid biosynthetic processes (Cluster 11), and proteins involved in the regulation of transcription and translation (Clusters 17, 18, 19 and 21).

We also determined the Gene Ontology (GO) term assignments for the up-regulated and the down-regulated unigenes in the Biological Process and the Molecular Function domains, at level 3 (Figure 5). To simplify, only classes represented by more than 1% of the total amount of regulated sequences were included. At the Biological Process domain (Figures 5A and 5B), one of the most noteworthy differences between the up- and down-regulated unigenes was observed in the “metabolic process” category, the most abundant in the S. *exigua* transcriptome [42], which had about twice as many representatives in the down-regulated genes (335) than in the up-regulated genes (170). Consistently, at the Molecular Function domain, the most represented category was “hydrolase activity” in both up- and down-regulated groups, as had also been detected in the transcriptome analysis of lepidopteran immune-activated larvae [42,61], but with the particularity that we observed more assigned unigenes in the down-regulated sequences (Figure 5C and 5D). The same observation was found for the “serine-type endopeptidase activity” or “monooxygenase activity” categories. The down-regulation of these processes could be a consequence of the deceleration of metabolism after Vip feeding, and is likely linked to the high growth inhibition effect (99%) and feeding cessation. This is in agreement with genome-wide gene expression analysis performed on insect midguts after Cry toxin or bacterial feeding, which point to a general down-regulation of digestive proteins, such as lipases or proteases [20,30,31,34,37].

**Figure 5:**
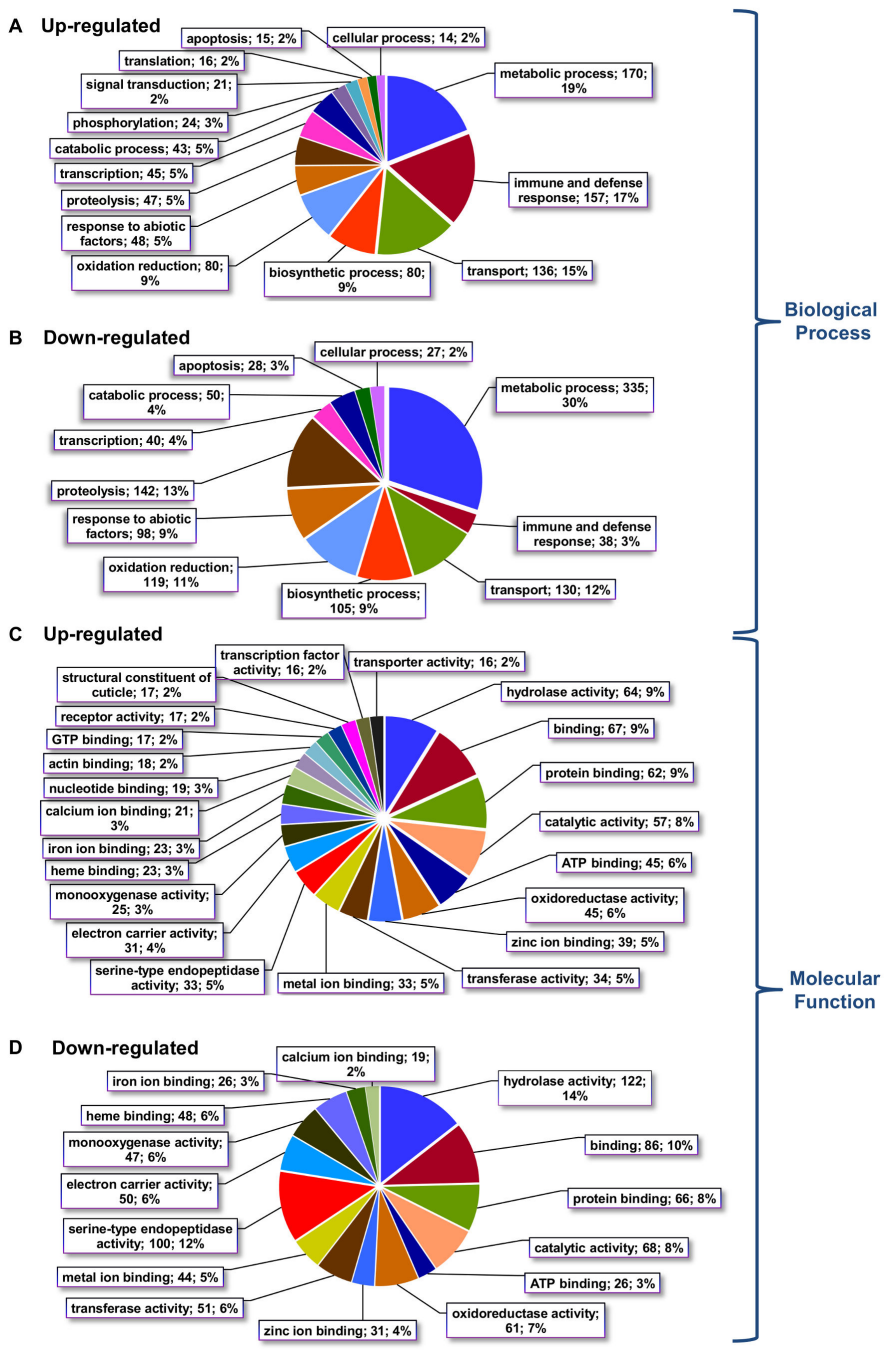
Gene Ontology assignments (level 3) for the S. *exigua* midgut unigenes regulated by Vip3Aa feeding. Gene Ontology (GO) assignments for up-regulated and down-regulated unigenes as predicted for their involvement in the Biological Processes (A and B respectively) and Molecular Functions (C and D respectively) categories. The diagrams only show groups that have at least 1% represented members.

Interestingly, at the Biological Processes domain, a large difference was observed between the distribution of up- and down-regulated genes in the “immune and defense response” category (157 genes versus 38 genes, Figures 5A and 5B). These results agree with previous gene expression studies, which showed the up-regulation of genes involved in detoxification, stress response, immune system and epithelial renewal, after bacterial infection or toxin challenge [20,30,34]. Consistent with these GO analyses, an overview of the regulated unigenes (listed in Table S3) shows a distribution of roles for the up- and down-regulated genes. Table 1 summarizes the 20 most induced and the 20 most repressed unigenes at both treatment times. The strongest up-regulated unigenes included genes encoding immune-related and response to abiotic-factors (mainly from the *repat* family), hormone modulation (e.g. JH binding protein), and detoxification (e.g. glutathione S-transferase) proteins. 

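Table 1 names 45 targets, which the study chose on these same arrays, so that their calls are not independent evidence. At 8 h, 44 of them were called, 22 higher and 22 lower, and at 24 h all 45, 22 higher and 23 lower. Adjusted over the list alone, 45 were called at each time point. With each array left out in turn, between 33 (without control replicate 2) and 44 were called at 8 h, and all 45 at 24 h. The number of called targets moved most under the methods' t-test with Benjamini-Hochberg adjustment, to 31 at 8 h and 39 at 24 h.

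At 8 h, SEX-LxN-C3620_sense (REPAT23) had a log2 fold change of 4.21 (SE 0.61, adjusted p = 0.00312), which is 18.5-fold. The 3 juvenile hormone binding protein targets were higher at both time points. SEX-LxN-C4302 rose from 7.71 ± 1.79 (SD, n = 3) log2 units in controls to 13.39 ± 0.07 (SD, n = 3) at 8 h and 13.99 ± 0.13 (SD, n = 3) at 24 h, with log2 fold changes of 5.68 (SE 0.76, adjusted p = 0.00226) and 6.28 (SE 0.76, adjusted p = 0.00151). SEX-LxN-C4303 was 20.1-fold higher at 8 h and 30.7-fold at 24 h, and SEX-LxN-C18774 was 27.8-fold higher at 24 h. The latter was not called when each probe was tested by itself, judged on the first of its probes by name. SEX-LxN-C16964_sense (glutathione s-transferase 2) was 10.6-fold higher at 8 h, where 7 of the 9 refits called it, and 27.0-fold at 24 h, with log2 fold changes of 3.41 (SE 0.77, adjusted p = 0.0163) and 4.75 (SE 0.77, adjusted p = 0.00439). SEX-LxN-C7876 (phosphoenolpyruvate carboxykinase) was 5.35-fold higher at 8 h and 24.6-fold at 24 h, a log2 difference between the time points of 2.20 (adjusted p = 0.0810) that was not called.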

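The lower part of Table 1 holds 8 targets of serine proteases and chymotrypsins. Of these, 7 were called lower at 8 h, with log2 fold changes from -4.76 to -1.63 over the 8, and all 8 at 24 h, from -6.49 to -5.10 over the 6 whose fold was measured. SEX-LxN-C1692 (chymotrypsin-like protein) is the target that was not called at 8 h (log2 fold change -1.63 (SE 0.65, adjusted p = 0.110)), although it was with the replicate number as a block. It reached -5.48 at 24 h (adjusted p = 0.00139), and its difference between the time points was called (log2 difference -3.85 (adjusted p = 0.0481)). SEX-LxN-C3645 (chymotrypsin-like protease) fell from 10.67 ± 0.81 (SD, n = 3) log2 units in controls to 7.88 ± 0.87 (SD, n = 3) at 8 h and 2.86 ± 1.19 (SD, n = 3) at 24 h. Its log2 fold change was -2.79 (SE 0.71, adjusted p = 0.0257) at 8 h, called in 5 of the 9 refits, and at 24 h it was at least 161-fold lower (adjusted p = 0.000613), a bound, since 1 of its probes was not well above background on any array there. SEX-LxN-C371 (chymotrypsinogen) and SEX-LxN-C2240 (chymotrypsin precursor) were 78.7-fold and 89.7-fold lower at 24 h. At 8 h each of them was called in 4 of the 9 refits. The 3 cytochrome P450 targets were called lower at both time points, with log2 fold changes from -4.61 to -4.32 at 8 h and, for the pair whose fold was measured, of -5.74 and -5.42 at 24 h. Among them SEX-LxN-C18571_sense was called at 8 h in 5 of the 9 refits. The 3 lipase targets in this part of the table were also called lower at both time points, from -5.92 to -2.43 and from -6.14 to -5.13. SEX-LxN-C17214 (pancreatic lipase) was 60.5-fold lower at 8 h and 70.5-fold at 24 h, and SEX-LxN-C696 (lipase), called at 8 h in 4 of the 9 refits, was 5.40-fold and 35.0-fold lower.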

The strongly repressed unigenes were mainly genes encoding digestive enzymes (e.g. serine proteases) and proteins involved in oxidoreductase reactions (e.g. cytochrome P450). 

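Table 1 gives 3 targets as chitin deacetylase, and all 3 were called lower at both time points in every refit with 1 array left out. SEX-LxN-C13563 fell from 11.56 ± 0.57 (SD, n = 3) log2 units in controls to 7.50 ± 1.26 (SD, n = 3) at 8 h and 3.86 ± 1.18 (SD, n = 3) at 24 h, a decrease of 16.7-fold at 8 h (log2 fold change -4.07 (SE 0.77, adjusted p = 0.00845)) and 208-fold at 24 h (log2 fold change -7.70 (SE 0.77, adjusted p = 0.000809)). SEX-LxN-C18212 was 13.0-fold lower at 8 h and 140.0-fold at 24 h, and SEX-LxN-C14967 was 14.3-fold and 127-fold lower. The further decrease between 8 h and 24 h was called for SEX-LxN-C18212 (log2 difference -3.42 (adjusted p = 0.0440)) and not for SEX-LxN-C13563 (log2 difference -3.64 (adjusted p = 0.0771)) or SEX-LxN-C14967 (log2 difference -3.15 (adjusted p = 0.0893)). All 3 were called for this difference with the replicate number as a block.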

Interestingly, among the most down-regulated genes we found chitin deacetylase, an enzyme that increases the permeability of the gut peritrophic membrane (PM) [62]. This enzyme was also down-regulated in *Helicoverpa armigera* and in *S. exigua* after baculovirus infection, and this regulation was explained as a mechanism of the insect to reduce its susceptibility to the ingested pathogen by decreasing PM permeability [62]. A similar mechanism could decrease the amount of Vip3A toxin passing through the PM and binding to the midgut epithelial cells. However, up-regulation of this type of enzymes was described in the coleopteran *Tenebrio molitor* intoxicated with Cry3A protoxin [34]. This could be due to differences between lepidopterans and coleopterans, since the latter can survive Cry intoxication for weeks without obvious signs of paralysis [34], or to the biological role of each chitin deacetylase protein.

In addition to the 40 most regulated unigenes, Table 1 also includes three unigenes of unknown function that exhibit the strongest values of down-regulation found in this study (from 332-fold to 657-fold, at 24 h). These three unigenes were further investigated and manually assembled into a single contig of 672 nucleotides (GeneBank Acc. No. KF601929), which showed homology to a *B. mori* gene and a *H. armigera* EST. 

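The 3 targets that Table 1 gives as having no hits were called at both time points. Since the paper joined their unigenes into a single contig, they do not count as 3 genes. At 8 h, SEX-LxN-C19458 had a log2 fold change of -8.24 (SE 0.76, adjusted p = 0.000650), SEX-LxN-C16094_sense of -8.42 (SE 0.60, adjusted p = 0.000299) and SEX-LxN-C1037 of -8.08 (SE 0.78, adjusted p = 0.000746). At 24 h, the log2 fold change was -8.38 for SEX-LxN-C19458. SEX-LxN-C16094_sense was not well above background on any array of either treated group, so its fitted change at 8 h is not a size, and its decrease can be given only as at least 133-fold at 8 h and at least 147-fold at 24 h. None of the 3 changed by a called amount between 8 h and 24 h.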

Alignment of the putative encoded proteins (named REVIP in *S. exigua* because was detected in REsponse-to-Vip intoxication) is shown in Figure S3. No homologues of this protein were found in other insect orders.

### Immune-related genes regulated after Vip3Aa ingestion

 The S. *exigua* larvae transcriptome represented in the microarray was specifically aimed to be enriched for pathogen-related genes and, therefore, offers the potential to detect variations in expression level of many immune-related genes and pathways with greater accuracy. When describing the larval transcriptome, Pascual et al. [42] divided the immune-related genes into three categories: (a) genes involved in pathogen recognition, (b) genes coding for components of the main immune-related signaling pathways (Toll, IMD, JAK/STAT, and p38 MAPK) and melanization processes, and (c) genes of antimicrobial effectors induced by these immune-activated pathways. In the present study, the regulation of such genes, and of other immune-related genes (such as the AMP spodoptericin or unigenes homologous to the lepidopteran immune-related genes *Hdd11* and *Hdd23*), after Vip3Aa intoxication has been screened. The results are summarized in Table 3.

**Table 3:** Immune-related unigenes regulated by Vip3Aa feeding.

**Gene name**	**Function**	**Unigene**	Target Name*	**First Hit**	**Fold change 8 h**	**p-value 8 h**	**Fold change 24 h**	**p-value 24 h**
*PGRP*	Recognition	SE_U09954**	SEX-LxN-C988	gi|18202160|gb| O76537.1 |PGRP_TRINI RecName: Full=Peptidoglycan recognition protein; Flags: Precursor [Trichoplusia ni ]	2.29	1.14E-02	2.94	1.81E-02
		SE_U21489	SEX-LxN-C17630	gi|399128032|bg|JX082167.1| Helicoverpa armigera peptidoglycan recognition protein C (PGRP-C)	-9.14	6.26E-04	-5.80	1.07E-02
		SE_U35288**	SEX-LxN-C18688	gi|113208234|dbj|BAF03521.1| peptidoglycan recognition protein C [Samia cynthia ricini]	-12.29	4.94E-04	-6.49	7.30E-03
		SE_U21399	SEX-LxN-C574	gi|113208232|dbj|BAF03520.1| peptidoglycan recognition protein B [Samia cynthia ricini]	-2.35	1.68E-02	-1.21	2.63E-01
		SE_U21524	SEX-LxN-C5919	gi|357616833|ref|EHJ70432.1| peptidoglycan recognition protein S2 [Danaus plexippus]	-2.39	3.72E-02	-1.02	4.87E-01
		SE_U21904	SEX-LxN-C1186	gi|113208232|dbj|BAF03520.1| peptidoglycan recognition protein B [Samia cynthia ricini]	-4.01	1.35E-02	-1.75	1.97E-01
		SE_U04294	SEX-LxN-C362	gi|113208232|dbj|BAF03520.1| peptidoglycan recognition protein B [Samia cynthia ricini]	-5.98	1.43E-02	-2.01	2.02E-01
*ßGRP*	Recognition	SE_U11347	SEX-LxN-C1710	gi|208972529|gb|ACI32825.1| beta-1,3-glucan recognition protein 1 [Helicoverpa armigera]	2.41	2.80E-03	3.30	8.51E-04
		SE_U00225	SEX-LxN-C16411	gi|208972531|gb|ACI32826.1| beta-1,3-glucan recognition protein 2a [Helicoverpa armigera]	1.55	1.74E-03	3.04	2.50E-03
		SE_U20847**	SEX-LxN-C2788	gi|208972531|gb|ACI32826.1| beta-1,3-glucan recognition protein 2a [Helicoverpa armigera]	1.53	4.93E-04	3.00	1.50E-03
		SE_U09598	SEX-LxN-C1305	gi|52782739| gb |Q8ISB6.1| RecName: Full=Beta-1,3-glucan-binding protein 2; Short=BGBP-2; AltName: Full=Beta-1,3-glucan recognition protein 2; Short=BetaGRP-2; Flags: Precursor	1.43	1.25E-02	2.77	2.78E-03
		SE_U15491	SEX-LxN-C365	gi|3506272423|gb|AEQ33590.1| beta-1,3-glucan recognition protein 2 [Spodoptera litura]	1.36	3.42E-01	4.46	3.40E-02
		SE_U05118	SEX-LxN-C2375	gi|208972535|gb|ACI32828.1| beta-1,3-glucan recognition protein 3 [Helicoverpa armigera]	-2.12	1.12E-02	-1.36	1.39E-01
		SE_U03464	SEX-LxN-C8076	gi|208972535|gb|ACI32828.1| beta-1,3-glucan recognition protein 3 [Helicoverpa armigera]	-2.16	8.29E-03	-1.39	1.08E-01
		SE_U24587	SEX-LxN-C3511	gi|208972535|gb|ACI32828.1| beta-1,3-glucan recognition protein 3 [Helicoverpa armigera]	-2.29	6.53E-03	-1.41	7.01E-02
*Scavenger receptor*	Recognition	SE_U00476	SEX-LxN-C8180	gi|91080607|ref| XP_967476.1 | similar to scavenger receptor cysteine-rich protein isoform 1 [Tribolium castaneum]	2.80	1.83E-03	2.65	3.28E-03
		SE_U18456	SEX-LxN-C3077	gi|91080607|ref|XP_967476.1|PREDICTED: similar to scavenger receptor cysteine-rich protein isoform 1 [Tribolium castaneum]	2.24	9.23E-02	4.01	2.93E-02
*lectin*	Recognition	SE_U20725	SEX-LxN-C16050	gi|385202645|gb|AFI47448.1| C-type lectin 3 [Helicoverpa armigera]	2.55	1.84E-02	4.62	6.57E-03
		SE_U13809	SEX-LxN-C13991	gi|114052520|ref|NP_001040251.1| lectin 4 C-type lectin [Bombyx mori]	3.43	1.82E-03	3.23	4.43E-03
		SE_U15570**	SEX-LxN-C3779	gi|238915971|gb|ACR78452.1| C-type lectin [Heliothis virescens]	2.56	5.93E-03	2.83	1.08E-02
		SE_U05936	SEX-LxN-C14021	gi|87248169|gb|ABD36137.1| lectin 5 [Bombyx mori]	-2.94	7.93E-03	-3.01	7.32E-03
		SE_U17978	SEX-LxN-C1682	gi|195963381|ref|NP_001124371.1| low-expression lectin 1 [Bombyx mori]	-3.36	1.23E-02	-4.63	3.65E-03
		SE_U49052	SEX-LxN-C14022	gi|56462354|gb|AAV91460.1| lectin 5 [Lonomia obliqua]	-24.70	7.88E-04	-30.54	1.64E-03
*Spatzle*	Toll pathway member	SE_U25489	SEX-LxN-C11313	gi|389608503|gb|BAM17861.1|spatzle 3 [Papilio xuthus]	-4.61	9.04E-03	-5.47	1.15E-03
*PPAE*	Melanization	SE_U16717	SEX-LxN-C4232	gi|56718390|gb|AAW24481.1| prophenol oxidase activating enzyme 3 [Spodoptera litura]	3.51	1.52E-05	5.05	1.01E-06
		SE_U21232	SEX-LxN-C18670	gi|56718388|gb|AAW24480.1| prophenol oxidase activating enzyme 1 [Spodoptera litura]	3.45	4.59E-03	4.37	4.88E-04
		SE_U56479	SEX-LxN-C19306	gi|56718388|gb|AAW24480.1| prophenol oxidase activating enzyme 1 [Spodoptera litura]	3.35	1.28E-03	4.13	2.45E-04
		SE_U11184	SEX-LxN-C12171	gi|56718390|gb|AAW24481.1| prophenol oxidase activating enzyme 3 [Spodoptera litura]	2.25	1.88E-02	3.23	8.07E-03
		SE_U01310	SEX-LxN-C11024	gi|56718390|gb|AAW24481.1| prophenol oxidase activating enzyme 3 [Spodoptera litura]	1.93	6.50E-03	2.49	2.13E-03
*serpin*	Melanization	SE_U15354	SEX-LxN-C15300	gi|160333383|ref|NP_001103823.1| serpin-6 [Bombyx mori] gi|157786102|gb|ABV74209.1| serpin-6 [Bombyx mori]	12.00	5.26E-04	6.01	1.50E-03
		SE_U18684	SEX-LxN-C18484	gi|226342880|ref|NP_001139702.1| serpin 8 [Bombyx mori] gi|195972022|gb|ACG61173.1| serpin-8 [Bombyx mori]	3.89	1.30E-03	5.48	3.02E-03
		SE_U02392	SEX-LxN-C17615	gi|156254836|gb|ABU62829.1| serpin-2 [Spodoptera exigua]	2.89	5.46E-05	2.48	5.23E-04
		SE_U13385	SEX-LxN-C17616	gi|156254836|gb|ABU62829.1| serpin-2 [Spodoptera exigua]	2.95	8.61E-06	2.42	3.86E-03
		SE_U11456**	SEX-LxN-C14805	gi|195972030|gb|ACG61177.1| serpin-14 [Bombyx mori]	2.25	7.51E-03	2.34	1.23E-02
		SE_U09976**	SEX-LxN-C17074	gi|270358644|ref|ACZ81437.1| serpin-4 [Bombyx mori]	1.79	1.60E-02	2.41	6.05E-03
		SE_U13244**	SEX-LxN-C17218	gi|112984548|ref|NP_001037205.1| serpin-5 [Bombyx mori]	-2.23	1.22E-02	-2.69	2.06E-02
		SE_U03454	SEX-LxN-C3936	gi|226342880|ref|NP_001139702.1| serpin 8 [Bombyx mori]	1.45	1.36E-01	2.90	2.39E-02
		SE_U24322	SEX-LxN-C6873	gi|45594226|gb|AAS68504.1| serpin-4B [Manduca sexta]	1.71	5.59E-02	2.17	5.23E-03
		SE_U10611	SEX-LxN-C18279	gi|226342920|ref|NP_001139722.1| serpin 31 [Bombyx mori]	-1.24	2.66E-01	2.08	4.03E-02
		SE_U20987**	SEX-LxN-C16848	gi|226342878|ref|NP_001139701.1| serpin 7 [Bombyx mori]	-2.12	7.97E-02	-3.26	1.29E-02
		SE_U21680**	SEX-LxN-C18616	gi|226342878|ref|NP_001139701.1| serpin 7 [Bombyx mori]	-2.23	5.98E-02	-3.54	1.59E-02
		SE_U02069	SEX-LxN-C19090	gi|226342878|ref|NP_001139701.1| serpin 7 [Bombyx mori]	-2.35	6.44E-02	-3.97	1.32E-02
*cecropin*	Effector	SE_U08141	SEX-LxN-C1119	gi|46396048|sp|Q9XZH0.1|CECB_SPOLT RecName: Full=Cecropin-B; Flags: Precursor	1.38	6.75E-02	3.18	1.34E-02
		SE_U15514	SEX-LxN-C15308	gi|147744339|gb|ABQ51092.1| cecropin D [Spodoptera litura]	1.17	3.71E-01	2.99	3.95E-02
*attacin*	Effector	SE_U12714	SEX-LxN-C16429	gi|363497923|gb|AEW24425.1| attacin [Spodoptera exigua]	2.54	2.03E-02	3.73	1.93E-02
		SE_U08212	SEX-LxN-C18887	gi|363497923|gb|AEW24425.1| attacin [Spodoptera exigua]	2.60	2.48E-02	3.63	2.23E-02
		SE_U18185**	SEX-LxN-C2524	gi|238915975|gb|ACR78454.1| attacin [Heliothis virescens]	2.66	2.27E-02	3.58	2.67E-02
*gloverin*	Effector	SE_U10179	SEX-LxN-C3153	gi|302347126|gb|ADL27731.1|gloverin [Spodoptera exigua]	3.51	1.53E-03	9.03	8.16E-04
*diapausin*	Effector	SE_U33476	SEX-LxN-C795	gi|156891151|gb|ABU96713.1| diapausin precursor [Spodoptera litura]	22.95	6.17E-04	44.87	1.32E-04
		SE_U14458	SEX-LxN-C1257	gi|156891151|gb|ABU96713.1| diapausin precursor [Spodoptera litura]	1.79	8.14E-02	9.69	1.25E-03
		SE_U22863	SEX-LxN-C19788	gi|156891151|gb|ABU96713.1| diapausin precursor [Spodoptera litura]	3.66	5.03E-02	6.77	2.49E-02
*lebocin*	Effector	SE_U20516	SEX-LxN-C1716	gi|171262319| gb |ACB45566.1| lebocin-like protein [Antheraea pernyi]	5.18	4.95E-03	19.74	1.40E-03
*moricin*	Effector	SE_U21407	SEX-LxN-C956	gi|33146300|gb|BAC79440.1| moricin [Spodoptera litura]	1.46	4.55E-02	3.78	8.30E-03
		SE_U02249	SEX-LxN-C20207	gi|47834350|gb|AAT38873.1| moricin [Spodoptera exigua]	1.70	6.76E-03	4.58	3.33E-03
*cobatoxin*	Effector	SE_U53778	SEX-LxN-C2301	gi|33439724|gb|AAQ18900.1| cobatoxin long form B [Spodoptera frugiperda]	1.69	1.56E-02	6.35	1.22E-06
		SE_U18253	SEX-LxN-C18751	gi|33439724|gb|AAQ18900.1| cobatoxin long form B [Spodoptera frugiperda]	1.65	1.15E-02	6.28	7.93E-07
		SE_U14423	SEX-LxN-C20071	gi|33439724|gb|AAQ18900.1| cobatoxin long form B [Spodoptera frugiperda]	1.59	2.05E-02	5.97	5.34E-06
*lysozyme*	Effector	SE_U14399	SEX-LxN-C16831_sense	gi|357626014|gb|EHJ76261.1| lysozyme-like protein 1 [Danaus plexippus]	2.69	5.00E-03	3.62	5.02E-04
		SE_U14068**	SEX-LxN-C5984_anti	gi|260765455|gb|ACX49765.1| lysozyme-like protein 1 [Manduca sexta]	2.48	3.54E-03	3.26	6.34E-04
		SE_U14081	SEX-LxN-C5984_sense	gi|145286562|gb|ABP52098.1| lysozyme-like protein 1 [Antheraea mylitta]	2.07	2.68E-03	3.05	4.31E-05
		SE_U24430	SEX-LxN-C9442	gi|281398208|gb|ADA67927.1| putative lysozyme [Bombyx mori]	2.25	2.25E-02	2.96	1.58E-02
		SE_U13750	SEX-LxN-C19611	gi|29893332|gb|AAP03061.1| lysozyme [Spodoptera exigua]	1.92	1.99E-02	3.32	6.28E-03
		SE_U13949	SEX-LxN-C2090	gi|29893332|gb|AAP03061.1| lysozyme [Spodoptera exigua]	1.79	7.06E-04	2.39	1.06E-02
		SE_U13790	SEX-LxN-C19103	gi|29893332|gb|AAP03061.1| lysozyme [Spodoptera exigua]	1.76	1.36E-03	2.38	1.24E-02
		SE_U13563	SEX-LxN-C2118	gi|29893332|gb|AAP03061.1| lysozyme [Spodoptera exigua]	1.78	4.91E-03	2.26	1.58E-02
*spodoptericin /defensin*	Effector	SE_U05013	SEX-LxN-C2205	gi|363497927|gb|AEW24427.1|defensin [Spodoptera exigua]	2.74	5.74E-03	6.26	4.33E-04
		SE_U57438	SEX-LxN-C1559	gi|363497927|gb|AEW24427.1|defensin [Spodoptera exigua]	2.57	3.37E-03	5.74	1.70E-05
		SE_U59058	SEX-LxN-C19990	gi|363497927|gb|AEW24427.1|defensin [Spodoptera exigua]	2.05	2.25E-02	4.98	1.55E-04
*Hdd23*	Immune response	SE_U20839	SEX-LxN-C3047	gi|4090970|gb|AAD09282.1| immune-related Hdd23 [Hyphantria cunea]	7.13	3.89E-05	15.30	3.46E-04
		SE_U20478	SEX-LxN-C3046	gi|4090970|gb|AAD09282.1| immune-related Hdd23 [Hyphantria cunea]	2.29	3.86E-03	5.02	2.83E-04
*Hdd11*	Immune response	SE_U12373	SEX-LxN-C16571	gi|74873244|sp|O96382.1|DFP11_HYPCU RecName: Full=Putative defense protein Hdd11; AltName: Full=Hyphantria differentially displayed gene 11; Flags: Precursor	2.55	1.29E-02	4.93	3.18E-04
		SE_U21714	SEX-LxN-C3305	gi|74873244|sp|O96382.1|DFP11_HYPCU RecName: Full=Putative defense protein Hdd11; AltName: Full=Hyphantria differentially displayed gene 11; Flags: Precursor	2.43	1.04E-02	4.26	2.32E-04

PGRP= Peptidoglycan recognition protein; ßGRP= β glucan recognition protein; PPAE=Prophenol oxydase activating enzyme.

* Target name represents the mean from two probes, or represents only one probe if “sense” or “anti” is indicated.

** Unigenes revealed by more than two targets. In these cases, the Target Name in the Table is the one with higher p-value at 24 h; fold change values shown are the media of the fold change values obtained for the different targets.

 As mentioned above, we have observed a general up-regulation of immune-related genes. 

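Of the 72 immune-related targets of Table 3, 35 were called at 8 h, 25 higher and 10 lower, and 61 at 24 h, 51 higher and 10 lower. Adjusted over the list alone, 45 were called at 8 h and 65 at 24 h, and 51 and 66 changed by more than 2-fold. The study chose the list on these same arrays, so these counts are not independent evidence of a general response. The count at 8 h moved most with the adjusted t-test, to 16 (34 at 24 h), and to 23 with the normexp background correction. With each array left out in turn, between 27 and 42 were called at 8 h and between 46 and 60 at 24 h.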

Among the different types of genes belonging to this group, we have found two notable features: (a) genes involved in pathogen recognition, melanization, and antimicrobial effectors were regulated after Vip3Aa intoxication; and (b) genes encoding components of the main immune related signaling pathways, such as Toll, IMD, JAK/STAT, MAPK p38, and JNK MAPK pathways, were not regulated.

 We have not observed a clear pattern of regulation for the pathogen recognition proteins PGRP, ßGRP, lectins and hemolin in midguts. In lepidopteran hemolymph these proteins are constitutively present and trigger pathogen responses as phagocytosis, nodule formation, encapsulation, melanization and synthesis of AMPs [59,60]. 

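The 23 pathogen recognition targets of Table 3 gave 4 calls higher and 8 lower at 8 h, and 10 higher and 5 lower at 24 h. Without control replicate 1 these counts fell to 4 lower at 8 h and 7 higher at 24 h. SEX-LxN-C988 (PGRP precursor) was 2.84-fold (5 of 9 refits) higher at 24 h (log2 fold change 1.51 (SE 0.41, adjusted p = 0.0328, 5 of 9 refits)), and at 8 h its log2 fold change of 1.35 (SE 0.41, adjusted p = 0.0502) was not called, while it was with the replicate number as a block. Among the ßGRP targets, SEX-LxN-C1710 (ßGRP 1) was 2.39-fold higher at 8 h and 3.27-fold at 24 h, with log2 fold changes of 1.26 (SE 0.20, adjusted p = 0.00406) and 1.71 (SE 0.20, adjusted p = 0.00128). The targets SEX-LxN-C16411 and SEX-LxN-C2788 (ßGRP 2a) and SEX-LxN-C1305 (ßGRP 2) were called at 24 h alone, 3.02-fold, 2.95-fold and 2.76-fold higher, and their differences between 8 h and 24 h were not called. The other ßGRP 2 target, SEX-LxN-C365, was not called at 24 h (log2 fold change 2.15 (SE 0.75, adjusted p = 0.0742)).

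Of the scavenger receptor targets, SEX-LxN-C8180 was 2.75-fold higher at 8 h and 2.58-fold at 24 h, and SEX-LxN-C3077 was 3.96-fold (1 of 9 refits) higher at 24 h. Among the lectins, SEX-LxN-C13991 (lectin 4) was 3.41-fold and 3.19-fold higher, SEX-LxN-C3779 (C-type lectin) 2.60-fold (5 of 9 refits) and 2.85-fold (8 of 9 refits), and SEX-LxN-C16050 (C-type lectin 3), which was called at 24 h alone, at least 2.13-fold (8 of 9 refits).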

In this study, after Vip3Aa feeding some unigenes homologous to PGRP precursor, ßGRP 1, 2a, and 2, and scavenger receptor and C-type lectins (carbohydrate recognition proteins that form Cluster 2 in Table 2) were only slightly overexpressed. However, unigenes with homology to lectins 1 and 5, PGRP-C and -B (to a lesser extent), and ßGRP3 were down-regulated, especially after 8 h treatment. 

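SEX-LxN-C14022 (lectin 5) had the largest decrease among the recognition targets, from 8.73 ± 0.80 (SD, n = 3) log2 units in controls to 4.09 ± 0.66 (SD, n = 3) at 8 h and 3.79 ± 1.09 (SD, n = 3) at 24 h, 24.9-fold and 30.6-fold. SEX-LxN-C14021, also described as lectin 5, was called lower as well, and for it no fold can be given because of its signals near background. SEX-LxN-C1682 (lectin 1) was 3.39-fold (4 of 9 refits) lower at 8 h and 4.67-fold at 24 h. The PGRP-C targets SEX-LxN-C17630 and SEX-LxN-C18688 were 9.21-fold and 11.1-fold lower at 8 h, and 5.83-fold and 6.74-fold at 24 h. None of the 3 PGRP-B targets was called in the fit without a block. At 8 h the log2 fold change was -1.24 (SE 0.41, adjusted p = 0.0640) for SEX-LxN-C574, -2.01 (SE 0.73, adjusted p = 0.0854) for SEX-LxN-C1186 and -2.59 (SE 0.93, adjusted p = 0.0842) for SEX-LxN-C362, and the largest decrease among them at 24 h was -1.01 (adjusted p = 0.505). All 3 were called lower at 8 h with the replicate number as a block, with the slide as a block and with scaling on the spike-in probes. The 3 ßGRP3 targets were called lower at 8 h alone, SEX-LxN-C2375 2.14-fold (4 of 9 refits), SEX-LxN-C8076 2.18-fold (7 of 9 refits) and SEX-LxN-C3511 2.31-fold (8 of 9 refits). Without control replicate 1 limma called none of these 3 at 8 h. SEX-LxN-C11313 (spatzle 3) was at least 2.20-fold lower at 8 h and at least 1.69-fold at 24 h.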

Neither hemolin, nor Gram negative recognition proteins (GNRP) homologous genes, both present in the microarray, were found regulated in midguts after Vip3Aa intoxication.

 

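SEX-LxN-C871, the target described as hemolin, had a log2 fold change of -0.24 (SE 0.54, adjusted p = 0.811) at 8 h and 0.51 (SE 0.54, adjusted p = 0.575) at 24 h. It lay at 12.49 ± 0.85 (SD, n = 3) log2 units in controls, so a moderate change in either direction is not excluded. No target description in the array files names a Gram negative recognition protein.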

Melanization occurs regularly in the midgut and hindgut of lepidopterans such as *B. mori*, to regulate fecal microbiota [63], and is permanently induced in the hemolymph of Bt-tolerant strains of *Ephestia kuehniella* [64] and in Cry1Ac resistant strains of *H. armigera* [65]. In this work, we also observed the regulation (generally overexpression) of several genes encoding members of the melanization cascade after Vip3A intoxication. 

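Melanization is represented in Table 3 by 18 targets, of which 8 were called higher and 1 lower at 8 h, and 12 higher and 4 lower at 24 h. The 5 PPO activating enzyme targets were all called higher at 24 h and 3 of them at 8 h. SEX-LxN-C4232 (PPAE 3) had the largest increase, 3.48-fold at 8 h and 5.01-fold at 24 h, with log2 fold changes of 1.80 (SE 0.10, adjusted p = 0.000190) and 2.32 (SE 0.10, adjusted p = 0.000135). SEX-LxN-C18670 (PPAE 1) was 3.42-fold and 4.33-fold higher, and SEX-LxN-C19306 (PPAE 1) 3.33-fold and 4.11-fold. SEX-LxN-C12171 (PPAE 3) was 3.22-fold and SEX-LxN-C11024 (PPAE 3) at least 2.10-fold higher at 24 h. At 8 h the log2 fold changes of this pair, 1.17 (adjusted p = 0.0578) and 0.95 (adjusted p = 0.0147), did not pass both thresholds. With the normexp background correction, 3 of the 5 were called at 24 h.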

PPO activating enzyme, a necessary component for the initiation of the melanization pathway [60], was up-regulated. Serpins, proteinase inhibitors that regulate the serin protease cascade for melanization, as well as other immune proteinase pathways in insects [21], were also regulated, but in this case with different behavior according to their family. 

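Of the 13 serpin targets of Table 3, 5 were called higher and 1 lower at 8 h, and 7 higher and 4 lower at 24 h. SEX-LxN-C15300 (serpin 6) rose from 7.80 ± 0.68 (SD, n = 3) log2 units in controls to 11.38 ± 0.23 (SD, n = 3) at 8 h and 10.38 ± 0.09 (SD, n = 3) at 24 h. It was 11.9-fold higher at 8 h and 5.97-fold at 24 h, with log2 fold changes of 3.58 (SE 0.31, adjusted p = 0.000571) and 2.58 (SE 0.31, adjusted p = 0.00156). SEX-LxN-C18484 (serpin 8) was 3.88-fold and 5.48-fold higher. The serpin 2 targets SEX-LxN-C17615 and SEX-LxN-C17616 were 2.87-fold and 2.93-fold higher at 8 h and 2.44-fold and 2.37-fold at 24 h. SEX-LxN-C14805 (serpin 14) was 2.27-fold (6 of 9 refits) higher at 8 h and 2.38-fold (7 of 9 refits) at 24 h, and at 8 h it was not called with the replicate number as a block. The serpin 4 targets were called at 24 h alone, SEX-LxN-C17074 with 2.29-fold (8 of 9 refits) and SEX-LxN-C6873 with 2.16-fold (4 of 9 refits). A pair of serpin targets was not called at 24 h, SEX-LxN-C3936 (serpin 8) with a log2 fold change of 1.54 (SE 0.51, adjusted p = 0.0624) and SEX-LxN-C18279 (serpin 31) with 1.07 (SE 0.41, adjusted p = 0.0989). The replicate number as a block made SEX-LxN-C3936 a call. With the normexp background correction the 7 targets called higher at 24 h became 4, and without 1 array at least 5 were called.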

Serpins 2, 4, 14, 31 and, to a greater extent, 6 and 8 were up-regulated. This was similar to results observed for serpin 2 in *C. fumiferana* after sublethal Cry1Ab intoxication [30], and for serpin 4 in *Aedes aegypti* intoxicated with Cry11Aa [36], and in *S. frugiperda* intoxicated with Cry1Ca [31]. In contrast, serpins 5 and 7 were down-regulated. 

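SEX-LxN-C17218 (serpin 5) was 2.54-fold (6 of 9 refits) lower at 8 h and 2.32-fold (5 of 9 refits) at 24 h, with log2 fold changes of -1.35 (SE 0.30, adjusted p = 0.0167, 6 of 9 refits) and -1.21 (SE 0.30, adjusted p = 0.0238, 5 of 9 refits). The 3 serpin 7 targets were called lower at 24 h alone, SEX-LxN-C16848 3.22-fold (3 of 9 refits), SEX-LxN-C18616 3.57-fold (5 of 9 refits) and SEX-LxN-C19090 3.99-fold (5 of 9 refits). At 8 h their log2 fold changes were -1.04 (adjusted p = 0.166), -1.18 (adjusted p = 0.134) and -1.24 (adjusted p = 0.151). The lower serpins depended on few arrays, since limma called none of the 4 at 24 h without 24 h replicate 3 or without control replicate 2, and 1 of them with the slide or the replicate number as a block, the serpin 7 targets being lost with the replicate number.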

The up- and down-regulation of serpins was also found in *B. mori* intoxicated with *B. bombyseptieus* [56]. The function of the different serpins and their correlation with melanization processes, protein agglutination, and regulation of other immune related signaling pathways remains unclear [21].

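All 26 antimicrobial effector targets of Table 3 had higher mean signals than the controls at both time points, with log2 fold changes from 0.21 to 4.51 at 8 h and from 1.16 to 5.48 at 24 h. Of these, 9 were called at 8 h and 25 at 24 h. With the normexp background correction 4 were called at 8 h, and without control replicate 2 the calls were 5 at 8 h and 17 at 24 h.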

 The clearest pattern of regulation of immune-related genes was observed for those genes coding for antimicrobial effectors, which include the AMPs and lysozymes. After Vip3Aa feeding, unigenes representing all the families of AMPs reported by Pascual et al. [42], were detected up-regulated: cecropins, gloverins (specifically related to the Toll pathway in *S. exigua* [27]), diapausins, moricins, cobatoxins, attacins and lebocins (the last ones reported as not transcriptionally stimulated in *B. mori* midguts after Gram-positive or Gram-negative feeding [66]). In addition, spodoptericins (called defensins in other Lepidoptera) were found up-regulated. 

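At 24 h, limma called SEX-LxN-C3153 (gloverin) 8.92-fold, SEX-LxN-C1716 (lebocin) 19.6-fold and the cobatoxin targets SEX-LxN-C2301, SEX-LxN-C18751 and SEX-LxN-C20071 6.29-fold, 6.21-fold and 5.90-fold higher than the controls. The moricin targets SEX-LxN-C20207 and SEX-LxN-C956 were 4.54-fold and 3.76-fold higher at 24 h, with log2 fold changes of 2.18 (SE 0.33, adjusted p = 0.00342) and 1.91 (SE 0.39, adjusted p = 0.0111). The cobatoxins and the moricins were not called at 8 h, where the largest log2 fold changes were 0.75 (adjusted p = 0.149) for SEX-LxN-C20207 and 0.74 (adjusted p = 0.0235) for SEX-LxN-C2301. For the 3 cobatoxin targets the increase between 8 h and 24 h was called, with log2 differences of 1.91 (adjusted p = 0.0144), 1.93 (adjusted p = 0.0122) and 1.91 (adjusted p = 0.0144), and none of the 3 differences was called with the slide as a block. The attacin targets SEX-LxN-C16429, SEX-LxN-C18887 and SEX-LxN-C2524 were 3.69-fold (5 of 9 refits), 3.61-fold (5 of 9 refits) and 3.35-fold (3 of 9 refits) higher at 24 h, and with only the 6 arrays of the 24 h and control groups in the fit none of the 3 was called. At 8 h the attacins were not called, with log2 fold changes of 1.33 (adjusted p = 0.0860), 1.37 (adjusted p = 0.0838) and 1.32 (adjusted p = 0.0956). All 3 were called at 8 h with the replicate number or the slide as a block, when adjusted over the list alone, and by the methods' t-test when two-sided.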

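The 3 spodoptericin targets were called higher at both time points. SEX-LxN-C2205 was 2.73-fold higher at 8 h and 6.25-fold at 24 h, with log2 fold changes of 1.45 (SE 0.28, adjusted p = 0.00895) and 2.64 (SE 0.28, adjusted p = 0.000947). SEX-LxN-C1559 was 2.33-fold (7 of 9 refits) and 5.21-fold higher, and SEX-LxN-C19990 2.04-fold (3 of 9 refits) and 4.96-fold. At 8 h none of the 3 was called with the normexp background correction, and 1 of the 3 without 8 h replicate 1 or without control replicate 2. The replicate number as a block left SEX-LxN-C19990 uncalled at 8 h.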

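The pair of targets described as gallerimycin was not called. SEX-LxN-C19135 had a log2 fold change of 0.05 (SE 1.17, adjusted p = 0.985) at 8 h and 1.87 (SE 1.17, adjusted p = 0.307) at 24 h, and SEX-LxN-C2893 of -0.92 (SE 1.16, adjusted p = 0.637) and 1.58 (SE 1.16, adjusted p = 0.390). Neither passed the thresholds without adjustment in limma or in the methods' t-test at either time point. The controls varied more than the difference that was tested, at 8.37 ± 2.69 (SD, n = 3) log2 units for SEX-LxN-C19135 and 12.96 ± 2.72 (SD, n = 3) for SEX-LxN-C2893, because control replicate 3 was lower than the other controls. Without control replicate 3 both were called lower at 8 h, SEX-LxN-C19135 with a log2 fold change of -1.50 (adjusted p = 0.0300) and SEX-LxN-C2893 with -2.49 (adjusted p = 0.00173). Over the alternatives the adjusted p at 8 h lay between 0.0300 and 0.990 for SEX-LxN-C19135 and between 0.00173 and 0.979 for SEX-LxN-C2893. The data cannot tell whether gallerimycin stayed unchanged.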

Only gallerimycin (an AMP found up-regulated after bacterial challenge in *H. armigera* [67]), although present in the microarray, was not significantly regulated. Moreover, several lysozymes were also up-regulated after Vip3Aa intoxication. 

 

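Table 3 lists 8 lysozyme targets, of which 3 were called higher at 8 h and all 8 at 24 h. SEX-LxN-C16831_sense was 2.69-fold higher at 8 h and 3.61-fold at 24 h, with log2 fold changes of 1.42 (SE 0.25, adjusted p = 0.00609) and 1.85 (SE 0.25, adjusted p = 0.00215). The strands of a further sequence were also called at both time points, SEX-LxN-C5984_sense with 2.05-fold (7 of 9 refits) and 3.01-fold, and SEX-LxN-C5984_anti with at least 2.92-fold and at least 3.42-fold. At 24 h, SEX-LxN-C19611 was 3.28-fold higher, SEX-LxN-C2090 2.34-fold (7 of 9 refits), SEX-LxN-C19103 2.32-fold (5 of 9 refits), SEX-LxN-C2118 2.23-fold (5 of 9 refits) and SEX-LxN-C9442 at least 1.13-fold (7 of 9 refits). These 5 were not called at 8 h (SEX-LxN-C9442 was with the replicate number as a block), and their log2 differences between the time points, from 0.34 to 0.79, were not called either. Without 24 h replicate 2, or without control replicate 2, 4 of the 8 lysozymes were called at 24 h.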

Up-regulation of AMPs induced by bacterial infection, bacterial feeding (including *Bacillus* sp), or by Cry toxins, has been previously reported in *S. exigua* [26-28] and in other lepidopteran [16,30,32,48,49,66-68]. In general, the regulated AMPs exhibited an increase in transcription with time following the same pattern previously described for *S. exigua* attacin [28]. 

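The 26 antimicrobial effector targets of Table 3 were tested as a set for a difference between 24 h and 8 h, which does not involve the shared controls. All 26 had a higher mean at 24 h, by a mean of 1.05 and a median of 1.06 log2 units (fry set test of limma, p = 0.000291; exact permutation over the 10 divisions of these 6 arrays into 3 and 3, 1 of 10 as large), with members from 0.23 to 2.42. Taken singly, 4 of them were called for this difference (SEX-LxN-C1257 and the 3 cobatoxins), and 12 when adjusted over the list alone. The direction also held under the camera set test, which gave 3.94e-15 at its preset correlation between genes and 0.00628 at the estimated one. Leaving out single arrays, the mean lay between 0.94 and 1.22. Scaling on the spike-in probes gave 1.21. With 10 divisions the exact test cannot reach 0.05, so it leaves chance open. The study chose these targets on the same arrays.

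**Figure D1:**
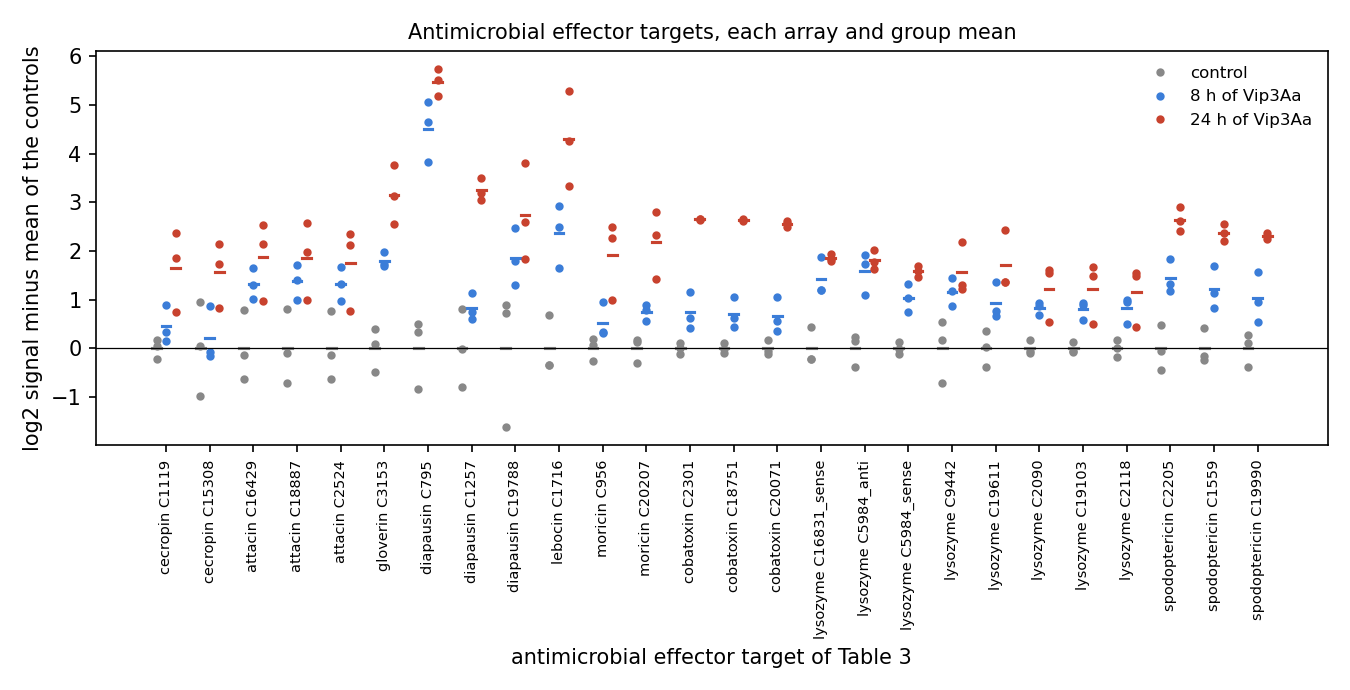
Log2 signal of the 26 antimicrobial effector targets of Table 3 minus the mean of the controls. Points are single arrays (n = 3 per group) and dashes are group means.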

The AMP exhibiting the greatest induction was diapausin (up-regulated from 17- to 45-fold depending on the unigene and the time of exposure to Vip3Aa), followed by lebocin and gloverin. 

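SEX-LxN-C795 (diapausin) rose from 7.92 ± 0.73 (SD, n = 3) log2 units in controls to 12.43 ± 0.63 (SD, n = 3) at 8 h and 13.39 ± 0.28 (SD, n = 3) at 24 h, an increase of 22.8-fold at 8 h, with log2 fold changes of 4.51 (SE 0.43, adjusted p = 0.000699) and 5.48 (SE 0.43, adjusted p = 0.000384). The other diapausin targets of Table 3 were called at 24 h alone, SEX-LxN-C1257 with 9.55-fold and SEX-LxN-C19788 with 6.70-fold (5 of 9 refits). SEX-LxN-C1257 also differed between the time points (log2 difference 2.42 (adjusted p = 0.0425)), which was not called with the replicate number as a block. Table 1 holds another pair of diapausin targets, SEX-LxN-C13620_sense with 16.8-fold at 8 h and 72.3-fold at 24 h, and SEX-LxN-C3563_sense with 12.2-fold at 8 h and 23.5-fold at 24 h. Of the 5 diapausin targets, SEX-LxN-C795 had the largest increase at 8 h and SEX-LxN-C13620_sense at 24 h. SEX-LxN-C1716 (lebocin) was 5.14-fold (5 of 9 refits) higher at 8 h, and its log2 fold change was 4.29 (SE 0.56, adjusted p = 0.00198) at 24 h. SEX-LxN-C3153 (gloverin) was 3.50-fold higher at 8 h, and its log2 fold change was 3.16 (SE 0.34, adjusted p = 0.000986) at 24 h.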

The latter has been described as being related to the Bt response in *S. exigua* [27]. Cecropin was the first AMP described in *S. exigua*, and its transcription in the fat body of fifth instar larvae was enhanced after injection of dead bacteria [26]. 

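Table 3 holds a pair of cecropin targets. SEX-LxN-C1119 (cecropin B) was called at 24 h, 3.16-fold (4 of 9 refits) higher (log2 fold change 1.66 (SE 0.40, adjusted p = 0.0207, 4 of 9 refits)), and not at 8 h (log2 fold change 0.46 (adjusted p = 0.482)). SEX-LxN-C15308 (cecropin D) was not called at 24 h, with a log2 fold change of 1.57 (SE 0.55, adjusted p = 0.0768), nor at 8 h, with 0.21 (adjusted p = 0.843). At 24 h it passed both thresholds in the one-sided t-test of the methods and in limma without adjustment.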

The different cecropins are grouped into six subfamilies in this Lepidoptera [42] and, although all of them were represented in the microarray, only members of subfamilies B and D were found to be regulated by Vip3Aa feeding.

 Interestingly, we did not observe regulation of the unigenes representing the main immune-related signaling pathways (Toll, IMD, JAK/STAT,p38 MAPK, and JNK MAPK), in an apparent disagreement with the up-regulation observed for AMPs since some of these pathways are responsible for inducing their synthesis. However, the initial activation of these pathways relies mainly on their post-translational modification [19,69]. It would be interesting, in further studies to determine the effect of long-term exposure to Vip3A toxins on the transcriptional regulation of these genes. 

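The target descriptions name 12 targets of these pathways, 6 for Toll, 1 for IMD, 2 for JAK/STAT, 2 for p38 and 1 for JNK. Limma called 0 of the 12 at either time point. Without adjustment limma gave 0 past both thresholds, and the methods' t-test, one-sided or two-sided, also gave 0. Their log2 fold changes lay between -0.58 and 0.92 at 8 h and between -0.62 and 0.97 at 24 h. Changes under 2-fold were present, since 6 of the 12 had an adjusted p under 0.05 at 8 h and 4 at 24 h. The closest to the threshold were SEX-LxN-C7055 (pelle-like), with a log2 fold change of 0.92 (SE 0.25, adjusted p = 0.0318) at 8 h, and SEX-LxN-C9124 (JNK-associated), with 0.97 (SE 0.19, adjusted p = 0.00860) at 24 h. With scaling on the 75th percentile, SEX-LxN-C7055 was called at 8 h and 24 h with log2 fold changes of 1.09 and 1.06, and SEX-LxN-C9124 at 24 h with 1.06. SEX-LxN-C7055 was also called at 8 h with the slide as a block. With each probe tested by itself, both were called at 24 h, judged on the first probe of each by name. In the 9 refits without 1 array, SEX-LxN-C7055 was called in 2 at 8 h and 2 at 24 h. At 24 h, SEX-LxN-C9124 was called in 2 of these, and SEX-LxN-C169 (lower) and SEX-LxN-C5662 (higher) in 1 each.

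The 12 leave out SEX-LxN-C11313 (spatzle 3), a Toll pathway member of Table 3 that the array describes under another spelling. It was called lower at both time points, with log2 fold changes of -2.21 (SE 0.42, adjusted p = 0.00899) at 8 h and -2.44 (SE 0.42, adjusted p = 0.00573) at 24 h.

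The paper states that genes of antimicrobial peptides were up-regulated while their signalling pathways were not. It proposes that post-translational modification activates the pathways first. The array values bear on the transcripts alone. With all arrays in the fit without a block, they show increases of the effectors beside changes of under 2-fold in the 12 targets and a decrease of SEX-LxN-C11313. They do not measure the proteins.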

In fact, Cancino-Rodezno et al. found that MAPK p38 was phosphorylated in *Manduca sexta* larvae after one hour of Cry1Ab exposure, but they only begin to observe an increase in the expression level of MAPKp38 gene after 24 h of the exposure to the toxin [25].

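All 4 Hdd targets of Table 3 were called higher at both time points. SEX-LxN-C3047 (Hdd23) rose from 7.60 ± 0.08 (SD, n = 3) log2 units in controls to 10.43 ± 0.28 (SD, n = 3) at 8 h and 11.53 ± 0.70 (SD, n = 3) at 24 h, 7.09-fold and 15.2-fold, with log2 fold changes of 2.83 (SE 0.33, adjusted p = 0.00140) and 3.92 (SE 0.33, adjusted p = 0.000509). The other Hdd23 target, SEX-LxN-C3046, was 2.26-fold higher at 8 h and 4.95-fold at 24 h. The Hdd11 targets were SEX-LxN-C16571, 2.53-fold (8 of 9 refits) and 4.86-fold higher, and SEX-LxN-C3305, 2.42-fold (8 of 9 refits) and 4.25-fold. With scaling on the spike-in probes neither Hdd11 target was called at 8 h.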

 Vip3Aa feeding also revealed the overexpression of other associated immune-related genes encoding proteins from the Hdd family, such as *Hdd11* and *Hdd23*. For example, *hdd11* was found to be highly induced in midguts of a Cry1Ab-resistant strain of *Diatraea saccharalis* [39], and *Hdd23* was up-regulated in Lepidoptera infected by virus or bacteria [70,71]. Another gene of this family, *Hdd1*, was also up-regulated in midguts of *T. ni* immune-induced by bacterial feeding [16]. The functions of these Hdd proteins remain unclear.

### *Bacillus thuringiensis*-related genes

 The most known insecticidal proteins of Bt are Cry toxins. They have been used, either alone or in combination with Bt, as insecticides for more than 70 years. Despite this long use as biological insecticides, their mode of action has not yet been fully elucidated. To date, it has been demonstrated that Cry proteins are pore forming toxins, and that certain insect midgut proteins are required for them to exert their toxicity [2,10]. The Bt Vip proteins are also pore-forming toxins [12], of which the mode of action is yet unknown. To gain insight into the possible similarities in the intoxication response mechanisms of these two types of Bt toxins, genes encoding proteins linked to Bt or Cry tolerance or resistance, as well as genes involved in the mode of action of Cry and Vip, were sought between the unigenes regulated in response to Vip3Aa feeding.

 To date, two proteins have been implicated in the mode of action of Vip3A in Lepidoptera: an X-tox-like protein [72], and the ribosomal protein S2 [73]. 

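The target descriptions name ribosomal protein S2 for 3 targets, 1 of them mitochondrial. SEX-LxN-C20009 had a log2 fold change of 0.26 (SE 0.11, adjusted p = 0.124) at 8 h and 0.35 (SE 0.11, adjusted p = 0.0497) at 24 h, and SEX-LxN-C264 of 0.00 (SE 0.11, adjusted p = 0.998) and 0.15 (SE 0.11, adjusted p = 0.378). The mitochondrial SEX-LxN-C5395 had -0.21 (SE 0.14, adjusted p = 0.362) and -0.39 (SE 0.14, adjusted p = 0.0848). Limma called 0 of the 3 at either time point, 0 passed both thresholds in limma without adjustment, and 0 in the methods' t-test. No description in the array files names an X-tox protein.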

Nine and two unigenes respectively with homology to these protein genes were present in the array but their expression was not altered after Vip3Aa feeding.

 The screened genes related to the Cry toxins mode of action in Lepidoptera included midgut membrane-associated proteins (such as aminopeptidases-N, alkaline phosphatases, cadherin, ABC transporter), intracellular G protein, adenylate cyclase, and protein kinase A [9,74]. Other genes encoding proteins implicated in resistance to Bt or to Cry proteins in Lepidoptera, were also investigated. For example, arylphorin (a storage protein related with immune response elicited by bacterial feeding in *T. ni*, and related with Bt resistance in *S. exigua* [16,33]), members of the REPAT family (correlated with Bt resistance in *S. exigua* [33]), and hexamerin or lipophorin (proteins involved in resistance to Cry1Ac and in tolerance to Cry1Ac and Cry2Ab in *H. armigera* [65,75]). Midgut proteases, which are not only involved in the activation of Bt toxins, but also in many other processes (e.g. digestion), were not included in this screening. Table 4 summarizes the Bt-related unigenes that were found to be regulated.

**Table 4:** Bt related unigenes regulated by Vip3Aa feeding.

**Gene name**	**Unigene**	**Target Name**	**First Hit**	**Fold change 8 h**	**p-value 8 h**	**Fold change 24 h**	**p-value 24 h**
*Aminopeptidase N (APN)*	SE_U10447	SEX-LxN-C6198	gi| 389568606|gb| AFK85027.1| aminopeptidase N-11 [Bombyx mori]	2.92	3.11E-02	4.92	1.51E-03
	SE_U10447	SEX-LxN-C16839	gi |224924544|gb| ACN69218.1 |aminopeptidase N 2 [Mamestra configurata]	2.60	1.12E-01	4.55	6.62E-03
	SE_U07879	SEX-LxN-C17743	gi |327420438|gb| AEA76295.1| aminopeptidase 4A [Mamestra configurata	2.40	1.14E-03	1.88	3.52E-03
	SE_U11572	SEX-LxN-C3476	gi| 345548868|gb| AEO12694.1| aminopeptidase N5 [Ostrinia nubilalis]	2.32	1.93E-03	1.95	4.40E-03
	SE_U07879	SEX-LxN-C9325	gi|30961821|gb|AAP37951.1| midgut aminopeptidase N2 [Helicoverpa armigera]	2.23	2.27E-03	1.87	7.75E-03
*cadherin*	SE_U15248	SEX-LxN-C8315	gi|262527588|gb|ACY69027.1| mutant cadherin [Helicoverpa armigera]	2.00	1.29E-02	2.14	1.71E-02
	SE_U33633	SEX-LxN-C10810	gi|262527588|gb|ACY69027.1| mutant cadherin [Helicoverpa armigera]	1.88	1.03E-02	2.01	2.01E-02
	SE_U33633	SEX-LxN-C14724_sense	gi|262527588|gb|ACY69027.1| mutant cadherin [Helicoverpa armigera]	2.47	2.70E-02	1.65	8.23E-02
*ALP*	SE_U00734	SEX-LxN-C10923	gi|357627201|ref| EHJ76968.1| alkaline phosphatase [Danaus plexippus]	3.42	2.24E-04	2.26	3.34E-04
	SE_U03456	SEX-LxN-C19655	gi|357627201|ref| EHJ76968.1| alkaline phosphatase [Danaus plexippus]	3.07	1.24E-03	2.23	1.18E-02
*ABC transporter*	SE_U26182	SEX-LxN-C9818	gi|327268502|ref| XP_003219036.1| ATP-binding cassette sub-family G member 1-like [Anolis carolinensis]	2.36	2.95E-02	2.99	1.55E-03
	SE_U22657	SEX-LxN-C11260	gi|357605182|ref| EHJ64497.1| putative white family ATP-binding cassette transporter [Danaus plexippus]	-2.85	3.34E-03	-1.87	1.65E-02
	SE_U15221	SEX-LxN-C15152	gi|7381620|gb|AAF61570.1| ATP binding cassette transporter protein [Bombyx mori]	-1.05	4.53E-01	2.16	1.41E-02
	SE_U06473	SEX-LxN-C7701	gi|270209763|gb|ACZ64280.1| ATP-binding cassette sub-family C member 4 [Trichoplusia ni]	-1.27	1.86E-01	-2.01	1.68E-02
	SE_U20037	SEX-LxN-C16152	gi|296427825|ref|ADH16743.1| ABC transporter family C protein ABCC3 [Heliothis subflexa]	-4.07	2.50E-03	-1.45	9.66E-02
*G-protein*	SE_U20617	SEX-LxN-C10504	gi|357624706|ref|EHJ75380.1| G protein-coupled receptor [Danaus plexippus]	2.30	2.34E-04	1.70	1.79E-02
	SE_U13439	SEX-LxN-C15554	gi|ADE43129.1|ref|XP_001355354.2| G-protein coupled receptor [Spodoptera exigua]	1.70	8.46E-03	2.48	2.16E-03
*Adenylate cyclase*	SE_U20781	SEX-LxN-C15236	gi|357623129|ref|EHJ74405.1| adenylate cyclase [Danaus plexippus]	6.65	8.10E-04	3.79	2.62E-03
	SE_U22497	SEX-LxN-C179	gi|91084449|ref|XP_969712.1| similar to adenylate cyclase [Tribolium castaneum]	6.57	1.40E-03	3.68	4.39E-03
	SE_U22441	SEX-LxN-C5034	gi|357624706|ref|EHJ75380.1| G protein-coupled receptor [Danaus plexippus]	1.90	8.20E-02	3.85	5.47E-03
	SE_U08568	SEX-LxN-C5881	gi|357617579|ref| EHJ70872.1 | adenylate cyclase [Danaus plexippus]	1.60	1.46E-01	3.00	4.67E-04
	SE_U11248	SEX-LxN-C9103	gi|389612689|ref|BAM19765.1| adenylate cyclase [Papilio xuthus]	-4.77	8.47E-03	-11.39	1.90E-03
	SE_U14729	SEX-LxN-C1634	gi| 357612641|gb|EHJ68098.1 | adenylate cyclase [Danaus plexippus]	-2.35	3.69E-02	-2.13	6.82E-02
*arylphorin*	SE_U09388	SEX-LxN-C2347	gi|5869989|emb|CAB55605.1| arylphorin subunit [Spodoptera litura]	-7.67	4.10E-02	-7.15	7.22E-02
*apolipophorin*	SE_U36266	SEX-LxN-C1769	gi|347543546|gb|BAK82317.1| apolipophorin precursor protein [Bombyx mori]	-2.36	9.95E-03	-2.21	1.19E-02
	SE_U09762	SEX-LxN-C401	gi|2498144|sp|Q25490.1|APLP_MANSE RecName: Full=Apolipophorins; Contains: RecName: Full=Apolipophorin-2; RecName: Full=Apolipophorin-1	-2.44	9.16E-03	-2.31	1.12E-02
	SE_U22488	SEX-LxN-C7821	gi|2498144|sp|Q25490.1|APLP_MANSE RecName: Full=Apolipophorins; Contains: RecName: Full=Apolipophorin-2; RecName: Full=Apolipophorin-1;	-2.06	1.22E-02	-2.34	1.18E-02
	SE_U09762	SEX-LxN-C13562	gi|347543546|gb|BAK82317.1| apolipophorin precursor protein [Bombyx mori]	-2.40	1.76E-02	-2.34	8.65E-03
	SE_U09762	SEX-LxN-C3447	gi|347543546|gb|BAK82317.1| apolipophorin precursor protein [Bombyx mori]	-2.34	1.67E-02	-2.47	6.17E-03
	SE_U20982	SEX-LxN-C18061	gi|2498144|sp|Q25490.1|APLP_MANSE RecName: Full=Apolipophorins; Contains: RecName: Full=Apolipophorin-2; RecName: Full=Apolipophorin-1	-2.80	1.02E-02	-2.61	5.29E-03
	SE_U40299	SEX-LxN-C3264	gi|300953022|gb|ADK46942.1|apolipophorin-III [Spodoptera exigua]	-2.69	8.69E-03	-1.30	1.79E-01

 After Vip3Aa intoxication, only slight differences in expression (in general overexpression) of some of the genes involved in Bt mode of action were found. This resembles what has been found in studies on whole transcriptional profiles of insect midguts after sublethal Cry intoxication in insects as *C. fumiferana* [30], *S. frugiperda* [31], and the coleopteran *T. molitor* [34], that did not show clear regulation of the putative Cry receptors. Indeed, in the case of *C. fumiferana* some APNs were found down-regulated during early times post-intoxication (5 h) [30].

 

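Of the 31 targets of Table 4, 21 were called at 8 h, 11 higher and 10 lower, and 17 at 24 h, 10 higher and 7 lower. Adjusted over the list alone, 23 were called at 8 h and 20 at 24 h, and 24 and 22 differed by more than 2-fold. The study chose the list on these same arrays, so the counts are not independent evidence. They moved most with the adjusted t-test, to 10 at 8 h and 7 at 24 h, and also depended on the scaling, with 10 called at 24 h after scaling on the spike-in probes. Between 13 (without 8 h replicate 3) and 18 were called at 8 h with each array left out, and between 10 and 18 at 24 h.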

Following Vip3Aa intoxication, unigenes homologous to the Cry protein receptor cadherin, were near the cutoff threshold of 2-fold regulation at both time points. 

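Table 4 holds 3 cadherin targets, and none of them was called at both time points. SEX-LxN-C14724_sense was 2.46-fold (1 of 9 refits) higher at 8 h (log2 fold change 1.30 (SE 0.39, adjusted p = 0.0466, 1 of 9 refits)) and SEX-LxN-C8315 was 2.12-fold (3 of 9 refits) higher at 24 h (log2 fold change 1.09 (SE 0.32, adjusted p = 0.0396, 3 of 9 refits)). SEX-LxN-C10810 stayed below 2-fold, with log2 fold changes of 0.89 (SE 0.28, adjusted p = 0.0578) at 8 h and 0.99 (SE 0.28, adjusted p = 0.0386) at 24 h.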

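Among the 5 ABC transporter targets of Table 4, 1 was called higher and 2 lower at 8 h, and 1 higher at 24 h. SEX-LxN-C9818 was called higher at 8 h (log2 fold change 1.23 (SE 0.37, adjusted p = 0.0480, 1 of 9 refits)), where its signals near background give no fold, and at 24 h, at least 1.21-fold (5 of 9 refits). SEX-LxN-C16152 was 4.10-fold lower at 8 h (log2 fold change -2.04 (SE 0.30, adjusted p = 0.00337)) and SEX-LxN-C11260 2.86-fold (log2 fold change -1.51 (SE 0.28, adjusted p = 0.00808)). At 24 h the log2 fold changes of both, -0.55 (adjusted p = 0.243) and -0.90 (adjusted p = 0.0517), were not called. SEX-LxN-C15152 and SEX-LxN-C7701 were not called at either time point, with log2 fold changes at 24 h of 1.11 (SE 0.46, adjusted p = 0.124) and -1.01 (SE 0.35, adjusted p = 0.0699).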

The homologues of the ABC transporter (also described as a Cry receptor) showed slight up- and down-regulations, as was described for *B. mori* infected with *B. bombyseptieus* [56]. 

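Of the 5 aminopeptidase N targets of Table 4, 4 were called higher at 8 h and 1 at 24 h. SEX-LxN-C6198 was 2.90-fold (2 of 9 refits) higher at 8 h and 4.85-fold at 24 h, with log2 fold changes of 1.54 (SE 0.44, adjusted p = 0.0402, 2 of 9 refits) and 2.28 (SE 0.44, adjusted p = 0.00884). SEX-LxN-C17743, SEX-LxN-C3476 and SEX-LxN-C9325 were 2.38-fold, 2.31-fold and 2.22-fold (8 of 9 refits) higher at 8 h, and stayed below 2-fold at 24 h. SEX-LxN-C16839 was not called, with log2 fold changes of 1.36 (SE 0.71, adjusted p = 0.218) at 8 h and 2.16 (SE 0.71, adjusted p = 0.0605) at 24 h, although it was at 24 h with the replicate number as a block. With scaling on the spike-in probes none of the 5 was called at 8 h, and without control replicate 2 the count there was 2. The alkaline phosphatase targets were called higher at both time points, SEX-LxN-C10923 with 3.41-fold and 2.26-fold, and SEX-LxN-C19655 with 3.07-fold and 2.23-fold (7 of 9 refits). At 24 h neither alkaline phosphatase was called with the normexp background correction.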

Unigenes with homology to another family of Cry receptors, the GPI-anchored proteins (APNs and ALPs), were slightly up-regulated. Interestingly, the APN unigenes that were found regulated did not show homology with the five main classes of *S. exigua* midgut APNs described as related with Bt [76]. Regarding the genes not directly related to the binding of the insecticidal protein, there were slight changes in the expression of unigenes homologous to G-protein and adenylatecyclase after Vip3Aa feeding. 

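The targets given as G-protein in Table 4 are described as G-protein coupled receptors. SEX-LxN-C10504 was called at 8 h, 2.29-fold higher (log2 fold change 1.19 (SE 0.20, adjusted p = 0.00558)), and SEX-LxN-C15554 at 24 h, 2.47-fold higher (log2 fold change 1.30 (SE 0.18, adjusted p = 0.00266)). Among the adenylate cyclase targets, SEX-LxN-C15236 and SEX-LxN-C179 were 6.62-fold and 6.54-fold higher at 8 h and 3.74-fold and 3.64-fold at 24 h. SEX-LxN-C5034 was 3.84-fold (8 of 9 refits) and SEX-LxN-C5881 2.98-fold (3 of 9 refits) higher at 24 h alone. Without 24 h replicate 3, the count of adenylate cyclases called higher at 24 h was 2 in place of 4.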

The exceptions were some down-regulated unigenes homologous to adenylate cyclase. 

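SEX-LxN-C9103 fell by 4.79-fold (6 of 9 refits) at 8 h and by 11.4-fold at 24 h, with log2 fold changes of -2.26 (SE 0.54, adjusted p = 0.0209, 6 of 9 refits) and -3.51 (SE 0.54, adjusted p = 0.00374). SEX-LxN-C1634, the other adenylate cyclase target that decreased, was not called, with log2 fold changes of -1.24 (SE 0.48, adjusted p = 0.101) at 8 h and -1.10 (SE 0.48, adjusted p = 0.138) at 24 h. It was called at both time points with the replicate number as a block.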

The lack of significant changes in the transcription levels of all the Bt-mode of action related genes may suggest that they are not involved in the Vip mode of action. Alternatively, it may also indicate that, if the mode of action of Cry and Vip toxins share biochemical processes, the mechanisms of defense against Vip toxins would not rely on transcriptional regulation of the members involved in them.

 Apolipophorin was found slightly down-regulated during the entire course of Vip3Aa intoxication. This contrasts with studies performed in immune-induced lepidopterans (such as *T. ni* fed with bacteria [16]), or with coleopterans (such as *T. molitor* fed with Cry3Aa [34] or *T. castaneum* fed with Cry3Aa or Cry23Aa/Cry37Aa [37]), where *apolipophorin III* was up-regulated. Indeed, Cry1Ab-resistant *D. saccharalis* [39] showed constitutive up-regulation of an apolipophorin precursor. 

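All 7 apolipophorin targets of Table 4 were called lower at 8 h, with log2 fold changes from -1.49 to -1.05. Besides SEX-LxN-C3264, these were SEX-LxN-C1769 2.37-fold (7 of 9 refits), SEX-LxN-C401 2.45-fold, SEX-LxN-C7821 2.06-fold (2 of 9 refits), SEX-LxN-C13562 2.43-fold (5 of 9 refits), SEX-LxN-C3447 2.36-fold (5 of 9 refits) and SEX-LxN-C18061 2.81-fold (6 of 9 refits) lower. Limma called 6 lower at 24 h, where the range over the 7 was -1.39 to -0.41. SEX-LxN-C3264 (apolipophorin-III) was called at 8 h (log2 fold change -1.44 (SE 0.29, adjusted p = 0.00998), 2.72-fold lower) and not at 24 h (log2 fold change -0.41 (SE 0.29, adjusted p = 0.361)), and its difference between the time points was not called (log2 difference 1.03 (adjusted p = 0.138)). At 24 h the other targets, in the same order, were 2.23-fold (5 of 9 refits), 2.34-fold (7 of 9 refits), 2.34-fold (6 of 9 refits), 2.37-fold (5 of 9 refits), 2.49-fold (8 of 9 refits) and 2.61-fold (4 of 9 refits) lower. The calls depended on the scaling and on single arrays. After scaling on the spike-in probes, or without 24 h replicate 1, limma called none of the 7 at 24 h, and with the slide as a block it called 1 of them at 8 h.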

Typically, lipophorins I and II are considered insect hemolymph proteins involved in lipid transport, but lipophorin III has been also implied in defense mechanisms by clotting [21,61]. In *H. armigera*, it has been shown that, in general, lipophorins can bind to Cry1Ac and Cry2Ab monomers and sequester the toxins [75]. The nature of the down-regulation of apolipophorins detected after Vip3Aa feeding is likely due to their role as lipid transporters, and their low levels during feeding could be a consequence of the general reduction of metabolic processes caused by feeding cessation.

Arylphorin is a hexamerin related to the immune response because of its mitogen activity, which is associated with cell proliferation and the replacement of damaged cells [77]. Arylphorin was found to be up-regulated in a Bt-resistant *S. exigua* colony [33], in *S. exigua* after Bt intoxication [33], and in a Cry1Ab-resistant *D. saccharalis* strain [39]. In our experiments, *arylphorin* was down-regulated in Vip3Aa-treated larvae. 

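SEX-LxN-C2347, the arylphorin target of Table 4, lay at 6.88 ± 2.19 (SD, n = 3) log2 units in controls, 3.93 ± 0.29 (SD, n = 3) at 8 h and 4.04 ± 1.61 (SD, n = 3) at 24 h. Its mean was lower in Vip3Aa-treated larvae, with log2 fold changes of -2.95 (SE 1.15, adjusted p = 0.107) and -2.84 (SE 1.15, adjusted p = 0.116), and it was not called at either time point. The decrease at 8 h is a bound, at least 3.43-fold, because of signals near background. It passed the thresholds at both time points in limma without adjustment. In the methods' t-test it passed at 8 h when one-sided, not when two-sided, and at 24 h in neither form.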

The different mode of action of Cry and Vip toxins could be the reason for these different observations, or, alternatively, it could be that the regulation observed in *arylphorin* was independent of Bt, Cry or Vip intoxication.

REPATs are midgut infection-response glycoproteins that were first discovered in *S. exigua*, up-regulated after treatment with different Bt toxins or with baculovirus [29], and that were overexpressed in an insect colony resistant to Bt formulations [33]. Recently, up to 46 members of this family have been reported in *S. exigua*, and homologous sequences have been found in other species [54]. After Vip3Aa feeding, a broad response of *repat* genes was detected. 

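Table 5 holds 41 repat targets. Of these, 39 were called at 8 h, 36 higher and 3 lower, and 35 at 24 h, 31 higher and 4 lower. Adjusted over the list alone, 39 and 37 were called. The study chose the list on these same arrays, so the counts are not independent evidence. The log2 fold changes ran from -2.63 to 5.33 at 8 h and from -5.35 to 7.33 at 24 h. When single arrays were left out, between 33 and 40 were called at 8 h and between 29 and 35 at 24 h. The number at 8 h moved most with the adjusted t-test, to 25.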

Unigenes with homologies to 29 different *repat* genes were found regulated, which pointed to a strong involvement of these genes in the midgut response to Vip3Aa (Table 5). 

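In all, 40 of the 41 repat targets were called at 8 h or 24 h, 31 of them higher at both time points and 3 lower at both. SEX-LxN-C1819 (REPAT39) is the one that was called at neither. Its log2 fold change was -0.37 (SE 0.27, adjusted p = 0.385) at 8 h and 0.97 (SE 0.27, adjusted p = 0.0334) at 24 h. Another target described as REPAT23, SEX-LxN-C449, was 4.59-fold higher at 8 h and 9.26-fold at 24 h. The REPAT2 targets SEX-LxN-C111 and SEX-LxN-C17485 were 35.8-fold and 22.1-fold higher at 24 h, and SEX-LxN-C2522 (REPAT16) 19.6-fold, with a log2 fold change of 4.29 (SE 0.36, adjusted p = 0.000489). SEX-LxN-C3382 (REPAT26) was 7.66-fold higher at 8 h, and at 24 h its log2 fold change of 1.02 (SE 0.44, adjusted p = 0.132) was not called.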

In general, *repat* unigenes were overexpressed, exhibiting about the same level of up-regulation at 8 and 24 hours. 

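The 37 repat targets that the paper lists as overexpressed were tested as a set for a difference between 24 h and 8 h. Of these, 20 were higher and 17 lower at 24 h than at 8 h, and the set did not move in either direction (fry set test of limma, p = 0.918; exact permutation over the 10 divisions of the 6 arrays, 8 of 10 as large), nor under camera, which gave 0.942 at its preset and 0.984 at the estimated correlation. The mean difference was -0.04 and the median 0.02, which differ in sign. Single targets differed more, from -2.30 to 3.12, and limma called 0 of the 37 for this difference, while 4 were called when adjusted over the list alone. Over all 41 targets, 32 lay within 2-fold between the time points. Over the refits with 1 array left out, the mean difference of the set lay between -0.16 and 0.11.

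The paper concludes that repat genes respond broadly to Vip3Aa and that most of them rise to a similar level at both time points. The array values show the increase for most targets, while the 3 arrays per group leave room for differences of several fold in single genes.

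**Figure D2:**
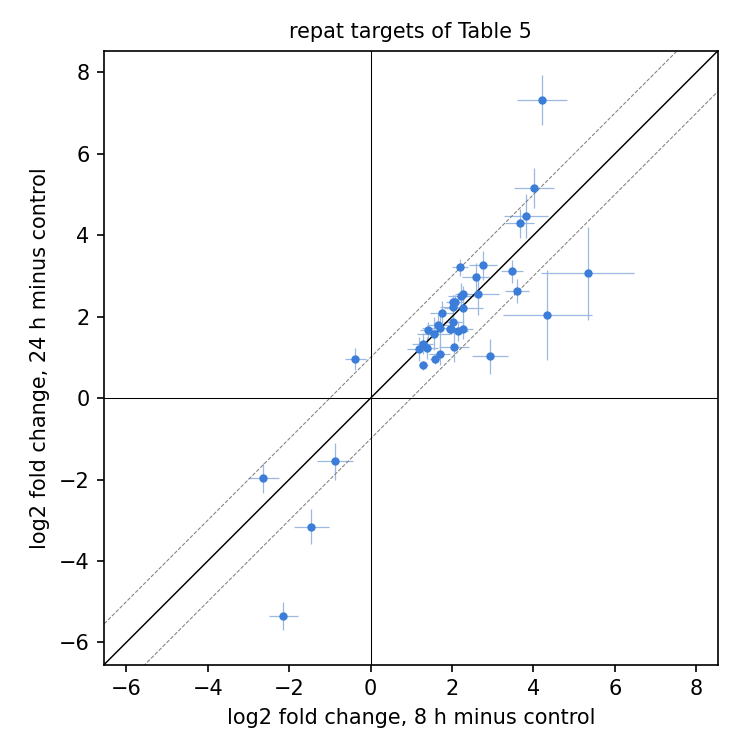
Log2 fold changes against the controls of the 41 repat targets of Table 5 at 8 h and 24 h. Bars are standard errors of the limma fit over 9 arrays (n = 3 per group), the solid diagonal marks equal changes, and the dashed lines mark a 2-fold difference.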

A clearly different behavior was exhibited by *repat42, repat43*, *repat46* and another *repat* unigene with low homology to *repat14* (e-value = 0.01, which indicates it is likely a new member of the family), which were down-regulated.

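SEX-LxN-C4998 (REPAT43) fell from 11.99 ± 0.67 (SD, n = 3) log2 units in controls to 9.85 ± 0.22 (SD, n = 3) at 8 h and 6.65 ± 0.38 (SD, n = 3) at 24 h, 4.40-fold and 40.6-fold, with log2 fold changes of -2.14 (SE 0.34, adjusted p = 0.00459) and -5.35 (SE 0.34, adjusted p = 0.000219). Its further decrease between 8 h and 24 h was called (log2 difference -3.21 (adjusted p = 0.0206)), and no other repat target was called for this difference. SEX-LxN-C4755 (REPAT42) was 2.75-fold (1 of 9 refits) lower at 8 h and 8.94-fold at 24 h. SEX-LxN-C1765 (REPAT46) was called at 24 h alone, 2.94-fold (2 of 9 refits) lower (log2 fold change -1.56 (SE 0.45, adjusted p = 0.0379, 2 of 9 refits)), and SEX-LxN-C11057_anti (low homology to repat14) was 6.20-fold lower at 8 h and 3.90-fold at 24 h.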

**Table 5:** Unigenes with homology to *repat* genes regulated by Vip3Aa feeding.

**Unigene**	**Target**	**Blastx First Hit**	**e value**	**Fold change 8 h**	**p-value 8 h**	**Fold change 24 h**	**p-value 24 h**
SE_U11312	SEX-LxN-C3620_sense	gi|383931963|gb|AFH57143.1| REPAT23 [Spodoptera exigua]	3E-92	18.6	1.57E-03	163.03	1.72E-04
SE_U09334	SEX-LxN-C111	gi|209868384|gb|ACI90727.1|REPAT2 [Spodoptera exigua]	3E-87	16.38	1.58E-03	36.28	2.12E-04
SE_U20685	SEX-LxN-C17485	gi|209868384|gb|ACI90727.1| REPAT2 [Spodoptera exigua]	3E-46	14.29	1.26E-03	22.21	6.80E-04
SE_U20782	SEX-LxN-C2522	gi|383931949|gb|AFH57136.1| REPAT16 [Spodoptera exigua]	4E-82	12.74	8.52E-04	20.02	5.00E-81
SE_U40281	SEX-LxN-C2017	gi|383931939|gb|AFH57131.1| REPAT11 [Spodoptera exigua]	9E-92	6.81	2.02E-03	9.68	4.40E-04
SE_U10302	SEX-LxN-C449	gi|383931963|gb|AFH57143.1| REPAT23 [Spodoptera exigua]	6E-97	4.6	4.69E-04	9.45	7.56E-05
SE_U10977	SEX-LxN-C1968	gi|383931943|gb|AFH57133.1| REPAT13 [Spodoptera exigua]	4E-43	11.23	3.26E-04	8.79	6.78E-05
SE_U19481	SEX-LxN-C16997	gi|209868382| gb|ACI90726.1| REPAT1 [Spodoptera exigua]	1E-80	40.41	2.86E-03	8.39	5.51E-02
SE_U07973	SEX-LxN-C19798	gi|134148365| gb| ABO64233.1| Repat3 [Spodoptera exigua]	6E-33	5.99	2.32E-03	8.07	8.87E-04
SE_U28551	SEX-LxN-C19326	gi|383931942|gb|JQ619195.1| REPAT13 [Spodoptera exigua]	5E-25	12.10	3.45E-04	6.24	2.69E-04
SE_U50962	SEX-LxN-C1906	gi|383931935|gb| AFH57129.1| REPAT9 [Spodoptera exigua]	5E-48	6.24	9.85E-03	6.02	1.04E-02
SE_U14074	SEX-LxN-C20119	gi|239809560|gb|ACS26247.1| repat6 [Spodoptera exigua]	3E-83	4.88	3.74E-04	5.99	1.74E-05
SE_U09088	SEX-LxN-C1874	gi|383931935|gb|AFH57129.1| REPAT9 [Spodoptera exigua]	7E-21	4.67	3.20E-03	5.78	1.73E-03
SE_U38915	SEX-LxN-C1910	gi|239809560|gb|ACS26247.1| repat6 [Spodoptera exigua]	2E-89	4.09	1.86E-04	5.28	1.75E-05
SE_U14596	SEX-LxN-C19227	gi|239809560|gb|ACS26247.1| repat6 [Spodoptera exigua]	3E-89	4.21	3.30E-04	5.24	1.62E-05
SE_U20583	SEX-LxN-C693	gi|134148367|gb|ABO64234.1| Repat4 [Spodoptera exigua]	2E-26	4.10	4.43E-03	4.78	2.63E-03
SE_U21875	SEX-LxN-C19838	gi|383931935|gb| AFH57129.1| REPAT9 [Spodoptera exigua]	6E-95	4.88	1.23E-02	4.70	1.33E-02
SE_U14129	SEX-LxN-C2973	gi|383931965|gb|AFH57144.1|REPAT24 [Spodoptera exigua]	2E-105	3.36	4.37E-03	4.35	1.52E-03
SE_U21293	SEX-LxN-C4254	gi|209868382|gb|ACI90726.1| REPAT1 [Spodoptera exigua]	5E-80	20.33	3.59E-03	4.14	1.25E-03
SE_U06640	SEX-LxN-C508	gi|383931947|gb|AFH57135.1| REPAT15 [Spodoptera exigua]	3E-107	4.11	1.28E-03	3.74	1.57E-03
SE_U10737	SEX-LxN-C1994	gi|383931953|gb|AFH57138.1 | REPAT18 [Spodoptera exigua]	4E-90	3.15	4.68E-03	3.58	2.00E-03
SE_U22330	SEX-LxN-C2171	gi|383931937|gb|AFH57130.1| REPAT10 [Spodoptera exigua]	6E-92	3.25	2.39E-02	3.38	2.15E-02
SE_U18260	SEX-LxN-C20125	gi|383931959|gb|AFH57141.1|REPAT21 [Spodoptera exigua]	8E-73	4.85	6.61E-04	3.31	1.77E-03
SE_U42150	SEX-LxN-C1416	gi|383931955|gb|AFH57139.1| REPAT19 [Spodoptera exigua]	2E-88	3.87	8.41E-05	3.29	1.48E-05
SE_U13940	SEX-LxN-C13269_sense	gi|383931955|gb|AFH57139.1| REPAT19 [Spodoptera exigua]	3E-33	3.99	8.76E-05	3.28	5.10E-05
SE_U36203	SEX-LxN-C1775	gi|239809558|gb|ACS26246.1| repat5 [Spodoptera exigua]	3E-98	2.69	1.81E-03	3.27	1.04E-03
SE_U04530	SEX-LxN-C2214	gi|383931959|gb|AFH57141.1| REPAT21 [Spodoptera exigua]	7E-74	4.46	7.83E-04	3.20	1.86E-03
SE_U31820	SEX-LxN-C3173	gi|340541635|gb|AEK50323.1| REPAT8 [Spodoptera exigua]	6E-91	2.97	2.46E-02	3.06	2.29E-02
SE_U19524	SEX-LxN-C1873	gi|383931941|gb|AFH57132.1| REPAT12 [Spodoptera exigua]	4E-76	2.46	1.02E-02	2.58	7.99E-03
SE_U12488	SEX-LxN-C20059	gi|383931957|gb|AFH57140.1| REPAT20 [Spodoptera exigua]	5E-88	4.13	3.36E-03	2.41	2.23E-02
SE_U27341	SEX-LxN-C19198	gi|383932007|gb|AFH57165.1|REPAT45 [Spodoptera exigua]	3E-88	2.29	1.94E-02	2.36	1.74E-02
SE_U09840	SEX-LxN-C1750	gi|383931967|gb|AFH57145.1|REPAT25 [Spodoptera exigua]	4E-104	2.62	5.39E-03	2.35	3.93E-03
SE_U11591	SEX-LxN-C2036	gi|383931945|gb|AFH57134.1|REPAT14 [Spodoptera exigua]	1E-115	3.26	2.99E-03	2.13	6.92E-03
SE_U10393	SEX-LxN-C3382	gi|383931969|gb|AFH57146.1|REPAT26 [Spodoptera exigua]	1E-96	7.73	2.08E-03	2.04	4.46E-02
SE_U35420	SEX-LxN-C67	gi|383931983|gb|AFH57153.1|REPAT33 [Spodoptera exigua]	6E-71	3.01	4.42E-05	1.95	3.93E-04
SE_U11058	SEX-LxN-C1819	gi|383931995|gb|AFH57159.1|REPAT39 [Spodoptera exigua]	3E-73	-1.28	9.74E-02	2.01	7.77E-03
SE_U33185	SEX-LxN-C3255	gi|383931983|gb|AFH57153.1|REPAT33 [Spodoptera exigua]	2E-70	2.47	2.77E-05	1.79	5.62E-04
SE_U21578	SEX-LxN-C1765	gi|383932009|gb|AFH57166.1|REPAT46 [Spodoptera exigua]	4E-83	-1.81	8.51E-02	-2.91	3.15E-02
SE_U27212	SEX-LxN-C11057_anti	gi|383931945|gb|AFH57134.1| REPAT14 [Spodoptera exigua]	0.01	-6.15	1.63E-03	-3.86	5.61E-03
SE_U00804	SEX-LxN-C4755	gi|383932001|gb|AFH57162.1|REPAT42 [Spodoptera exigua]	6E-53	-2.72	2.74E-02	-8.86	2.70E-03
SE_U10377	SEX-LxN-C4998	gi|383932003|gb|AFH57163.1|REPAT43 [Spodoptera exigua]	4E-60	-4.35	3.16E-03	-40.28	1.36E-04

Almost all *repat* members that were significantly regulated belonged to REPAT class α (groups I and II), and only five of them belonged to REPAT class ß (to groups III, IV, and VI) [54]. The general up-regulation of the *repat* unigenes from class α together with *repat45*, and the down-regulation of class ß *repat* members 42 and 43, coincide with the transcriptional profiles reported in *S. exigua* treated with Cry1C by Navarro-Cerrillo et al. [54]. Although the role of REPAT proteins remains unclear, the large number of *repat* members regulated, their homology to transcriptional activators in other species of Lepidoptera, and their ability to form heterodimers and translocate into the nucleus [78] seems to point to a possible role in the transcriptional activation of several sets of genes in response to physiological changes in the midgut produced by Vip3A or Cry1C intoxication.

In summary, in this work, the overall transcriptional response of the midgut of a lepidopteran such as *S. exigua* exposed to the toxic action of Vip3Aa has been described for the first time. A comprehensive response characterized by the overexpression of immune-related unigenes and *repat* family unigenes, was detected together with other singular regulations (e.g. up-regulation of hormone-binding protein unigenes or down-regulation of serin proteases and chitin deacetylases). The data reported here may contribute to a better understanding of the interaction of the insect midgut with the Vip3Aa toxin, helping to unravel the processes underlying Vip toxicity. This information may allow for the design of more effective pest-management strategies using this toxin (alone or in combination with other insecticidal agents), e.g. pointing to larval genes involved in resistance mechanisms, or to targets for RNAi mediated gene disruption. In short, it may provide new tools for crop protection.

## Supporting Information

Figure S1 **Growth inhibition dose-response curve of *S.exigua* newly moulted L4 larvae challenged with Vip3Aa.** Growth inhibition values were calculated following Herrero et al. [79]. Four biological replicates of the experiment (using 8 larvae per dose) were performed.
(TIFF) Click here for additional data file.

Figure S2 **Confirmation of microarray results by qRT-PCR.** Graphs show the fold-change values obtained by microarray (solid lines) versus expression ratio values obtained by qRT-PCR (dotted lines) for each validated ESTs.
(TIF) Click here for additional data file.

Figure S3 **Sequence alignment of the S. *exigua* hypothetical protein REVIP (GeneBank Acc. No. KF601929), and the *H. armigera* (GeneBank Acc. No. BU038696) and *B. mori* (Silkworm Genome database BGIBMGA010981-TA) homologues, using ClustalX2 [80].**
(TIF) Click here for additional data file.

Table S1 **Primers used for qRT-PCR amplifications.**
(DOCX) Click here for additional data file.

Table S2 **Temporal expression clusters of regulated unigenes generated by Babelomics software.**
(XLSX) Click here for additional data file.

Table S3 ***S. exigua* unigenes with homology to sequences in public databases, regulated by Vip3Aa feeding.** The data are distributed into three sections: one for unigenes regulated at 8 h and 24 h, a second section for unigenes regulated only at 8 h, and a third section for unigenes regulated only at 24 h.
(XLSX) Click here for additional data file.

Table S4 **Functional annotation clusters of genes regulated by Vip3Aa feeding, generated by DAVID software, with enrichment score values lower than 0.5.**
(DOCX) Click here for additional data file.

# Supplementary material for: Comprehensive Analysis of Gene Expression Profiles of the Beet Armyworm Spodoptera exigua Larvae Challenged with Bacillus thuringiensis Vip3Aa Toxin
**Source:** PLoS One. 2013 Dec 2;8(12):e81927. doi: 10.1371/journal.pone.0081927
**Supplement:** Table S1 — Primers used for qRT-PCR amplifications.

**Table S1. Primers used for the qRT-PCR amplifications.**

| **Target gene** | **Forward (5’ → 3’)** | **Reverse (5’ → 3’)** |
| --- | --- | --- |
| *ATP synthase* | GTTGCTGGTCTGGTGGGATT | AGGCCTCAGACACCATTGAAA |
| SE_U17986 | CGAGTGCACCATGAACACCT | ATGACGGCGAGGAAAGAGAG |
| SE_U33476 | CAGTACAATGGCCGCTCTCAA | AAGGCAATGAGGAGCAGCAC |
| SE_U 08997 | CTCCCCGAAGCTGAGACCT | TGGTCTCCGGCTTTATTGGA |
| SE_U20473 | AGACATCCAGCCATCTTAACACC | GGGCGACGTGGACTTCTATC |
| SE_U06544 | TCAATTTCCAATAAAGCCGGA | TCTCGTGCTCAGCAATGTGC |
| SE_U09334 | CAGTCGCCGGCCAAATAC | CGGGCTCGGCTTTATAGACC |
| SE_U13239 | TTGGGCATCAAGTCGCTAGA | GTCCCCCTTGATCTCGTCAA |
| SE_U08322 | GCCGCTAAGAATGCAGCTAAA | TGATGCCCGTGGAAGCTT |
| SE_U17986 | AATTGGCGTGATGTTATGCG | GATGGCGTGAACAATTGGTG |
| SE_U20473 | CGGCCAAGAATTAGTTTCCAAA | AGACCGGGTACTCTGGCGTA |
| SE_U19481 | TAGGTACGAGGGTTGGGTGC | GCTGGCGCGAAATCGTT |
| SE_U12696 | GGTCCAATTCCAACATGCACT | TGTAGGTCTTGTGAACGTGGTGT |
| SE_U18134 | AAGAACAATGAGCAACTCGCAC | ACAGCAGTTACACAAACTGCCTTC |
| SE_U22324 | AACGACAGGAATGCCACTGAG | TCGGTCTTTAATGGCAAGCTG |
| SE_U10224 | CGAAGGGAATGTTTGCGAAG | AGTTCGCTGACCAGAGAGTGC |
| SE_U08346 | AGGTCATCTCCAGCTACGACG | CGTTGCACGATTCAAATTCG |
| SE_U59986 | GCCATTGCCTTACCTTCTGG | GCTTCCAACAAAGTTCTCGTTGA |
| SE_U08180 | ATTCGCCCGACCTCTTCAAT | TGTTTAGGATGAACTGGAACCATAAC |
| SE_U12832 | ACTGGTGCAGTTCCGAGCAT | AGCCCCAATACTGTGTCCCA |

# Supplementary material for: Comprehensive Analysis of Gene Expression Profiles of the Beet Armyworm Spodoptera exigua Larvae Challenged with Bacillus thuringiensis Vip3Aa Toxin
**Source:** PLoS One. 2013 Dec 2;8(12):e81927. doi: 10.1371/journal.pone.0081927
**Supplement:** Table S4 — Functional annotation clusters of genes regulated by Vip3Aa feeding, generated by DAVID software, with enrichment score values lower than 0.5.

**Table S4. Functional annotation clusters of genes that are regulated by Vip3Aa feeding, with enrichment scores lower than 0.5.**

How the deposited data were processed for this re-analysis (not part of the article)

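RNA from pooled midguts of L4 larvae of S. exigua was hybridized to 9 Agilent 1-colour arrays, 3 for controls, 3 for larvae fed Vip3Aa for 8 h and 3 for larvae fed Vip3Aa for 24 h. The assignment of arrays to groups follows the deposited labels. The authors deposited, per array, the intensity values that the Agilent Feature Extraction software made from the scan, with the background subtracted and trends across the slide removed, and with no normalization between arrays. The header of these files gives version 10.7.1.1 of the software. The authors also deposited a table of log2 values, which they made by normalization between arrays and averaging of the probes of a target, and which lists 26790 insect targets. The correlation of each column of that table with the values computed here for the same array was 0.9996 to 0.99996.

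The processed signal was used, since it is the background-subtracted value. Control spots and the 171 spots marked as outliers were left out, and spots of the same probe were averaged. The log2 values were quantile normalized over the 43677 probes, insect and virus, and the probes of a target were averaged. All 26898 insect targets were tested, of which 108 are not in the authors' table. The choice to test all insect targets, and not those of the authors' table, was not among the choices that had been fixed before the data were examined, and both other choices are among the alternatives. In all, 44 target values were missing because of outlier spots. The 5456 virus targets entered the normalization and no count of insect targets.

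The comparisons were 8 h against controls, 24 h against controls, 24 h against 8 h, and both treated groups together against controls. They were made with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading, in one fit with a mean per group and no block. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The paper used a fold change over 2 and a t-test without adjustment. The paper states that each of its 3 independent feeding experiments gave larvae of both time points, and the labels give arrays of all groups the same 3 replicate numbers, so the numbers pair the arrays. For the controls this rests on the labels alone. The residuals of same-numbered arrays of different groups had correlations of 0.023 to 0.205 (mean 0.076, 9 pairs), against -0.19 to 0.11 (mean -0.038, 18 pairs) for other arrays. The fit without a block stays the main one, as chosen before the data were examined, and calls that the replicate number as a block changes are given beside the results. Lists were tested with fry, and with camera as an alternative. The separation of the groups was tested by exact permutation over 280 divisions of the arrays. The tests, the main settings, the alternatives and the rule for naming targets were chosen before the data were examined.

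The rule names the targets of Tables 1, 3, 4 and 5, the 5 largest changes per direction and time point among called targets whose treated and control arrays do not overlap, and the targets described as genes that the paper gives as not regulated or as its reference gene. SEX-LxN-C12873, described as ATP synthase subunit C, had a log2 fold change of -0.01 (SE 0.09, adjusted p = 0.969) at 8 h and -0.22 (SE 0.09, adjusted p = 0.120) at 24 h.

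The alternatives were scaling on the 75th percentile or on the 10 spike-in probes, normexp background correction with an offset of 50, the authors' table of values, each probe tested by itself, only targets well above background, blocks for the replicate number or the slide, eBayes with trend and robust estimation, only the 6 arrays of the groups compared, the methods' t-test with or without adjustment, limma without adjustment or without a minimum fold change, and the leaving out of each array. With each probe tested by itself, a named target was judged on the first of its probes by name. A further 4 alternatives were chosen after the data were seen. These were normalization over the insect probes alone, only the targets of the authors' table, virus targets included in the test, and the authors' values with the methods' one-sided t-test.

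The procedure was tested on simulated data with the spread of these arrays, in which 200 of 26854 targets were changed by 2 log2 units. Limma recovered 149 (74.5%) of them at 8 h, 150 (75%) at 24 h and 161 (80.5%) with both treated groups together, and called 1, 4 and 2 unchanged targets. In the simulation, changes of this size were therefore missed for about 25% of targets with 3 arrays per group. In the data many more targets changed, with 6640 at 8 h and 7044 at 24 h called without a minimum fold change. The adjusted threshold is looser there, so this share does not carry over to the data. In the simulated comparison of 24 h with 8 h, where nothing was changed, limma called 0 targets.

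The share of probes well above background, which stands for depth on arrays, was 63.4% to 67.4% per array. For targets below background, changes are compressed and folds are given as bounds. The qRT-PCR values and the Gene Ontology and cluster assignments of the paper were not used here.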

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

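Tests of the slide and of scaling for the antimicrobial effectors, of the slide for the comparison of 24 h with 8 h, of fat body, of the whole SeMNPV genome, of both SeIFV explanations below, and of the slide, the number of sets and the pairing for SeIFV_RC were chosen only after the results were seen.

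The responses at 8 h and 24 h differed when tested directly, with 83 targets higher and 106 lower at 24 h. Of these 189 targets, all kept their direction with the slide as a block and 180 (95.2%) stayed over 2-fold, which was the first test made. Since that test asked nothing of the spread, it was replaced by the number still called with the block, which was 1. Both are given because the second was chosen after the first was seen. A difference between slides may therefore contribute and cannot be told apart from the time points here, since the slides do not hold equal shares of both groups. No group of untreated larvae had a harvest time of its own (0 such groups), so the age of the larvae or their time on the diet stays open as well, as does an effect of longer exposure to Vip3Aa. The counts fell to 0 higher and 1 lower without 8 h replicate 2, and to 4 and 4 without 24 h replicate 2. Without 24 h replicate 1, limma called 0 targets higher and 0 lower, against 83 and 106 with all arrays. Without adjustment it gave 569 and 467 there, against 580 and 443 with all arrays. With the replicate number as a block, which pairs the arrays of a feeding experiment, 57 of the 189 targets were still called.

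The 26 antimicrobial effector targets of Table 3 were higher at 24 h than at 8 h by a mean of 1.05 log2 units. With the slide as a block the mean was 1.03, and the lowest mean under the scalings on the spike-in probes and on the 75th percentile was 1.02, so neither the slides nor the scaling account for it. More fat body on the midguts dissected at 24 h was tested with 26 marker targets for arylphorin and hexamerin, storage proteins and apolipophorin, 7 of which are in Table 4. Their median difference was -0.0431 log2 units and 12 of the 26 were higher at 24 h. A median near 0 with members moving both ways does not decide the question, since the highest level at 24 h was 5.78 for arylphorin and hexamerin, 4.14 for storage proteins and 15.2 for apolipophorin. Age and time on the diet stay open here too, and chance cannot be excluded with 10 divisions.

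Probes named after the SeIFV genome gave a signal in data that the paper does not analyse. The SeIFV_Til probes were well above background on all 9 arrays for 100% of the 173 tiles. Their mean log2 signal was 13.7 to 15.6 per array, above that of 95.4% of the insect probes. Cross-hybridisation of insect RNA would light single tiles, so a signal along all tiles argues against it. Whether feeding on Vip3Aa raises the signal stays open. Treated minus control was 0.52 log2 units for SeIFV_Til (exact permutation, p = 0.333). That verdict was reached after both strands had been seen, of which the other passes 0.05.

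The SeIFV_RC probes, named after the other strand, lay at 9.42 ± 0.31 (SD, n = 3) log2 units in controls, 10.20 at 8 h and 9.99 at 24 h. They were 0.68 log2 units higher in treated than in control larvae, and 5 of the 6 treated arrays were above all controls (exact permutation, p = 0.0238, where 0.0119 is the smallest possible). Adjusted over the 6 sets of virus probes the exact p was 0.143, and it was 0.222 over the 27 choices of 1 control per replicate number (0.0370 unadjusted, the smallest possible). In a linear model with the replicate number as a block the p, adjusted alike, was 0.0390. Against the control of the same number, the 3 arrays at 8 h were 0.79 ± 0.03 (SD, n = 3) log2 units higher and the 3 at 24 h 0.57 ± 0.36 (SD, n = 3). The exact tests leave 1 set past a threshold by chance open, while the block argues against it. The difference was 0.79 within slide 2 and 0.80 within slide 3, which argues against the slides, although slide 2 holds 1 control array and slide 3 holds 2. The difference over both time points fell to 0.49 under scaling on the spike-in probes (exact p = 0.179, and 0.367 with the block and adjusted over the 6 sets), so scaling cannot be told apart from a difference between larvae. No biological explanation can be called from this.

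Among 5112 targets named after the baculoviruses SeMNPV and AcMNPV, limma called 31 higher and 22 lower at 8 h and 29 higher and 26 lower at 24 h when all targets of the array were adjusted together. Adjusted over the virus targets alone, 17 were higher and 5 lower at 8 h, and 5 and 5 at 24 h. Without adjustment there were 51 and 78 at 8 h and 51 and 82 at 24 h, and the methods' t-test gave 34 and 25, and 34 and 33. Of the called targets, 8 at 8 h and 12 at 24 h were above background on no array. Transcription along the whole SeMNPV genome is excluded by the 75.5% of the tiles that were above background on no array. Lit tiles next to each other, which a transcript gives and scattered cross-hybridisation does not, numbered 15 on the RC strand against 8.9 in 10000 shuffles (permutation p = 0.0277, and 0.0554 when adjusted over both strands, an adjustment added after the first value was seen). On the other strand they numbered 10 against 6.3 (permutation p = 0.0963). Cross-hybridisation and local transcripts cannot be told apart from these few tiles.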

How the results depend on the processing

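The alternatives that normalized over the insect probes alone, tested the targets of the authors' table alone, tested virus targets as well, or joined the authors' values to the one-sided t-test, and the divisions by pairs below, were chosen only after the results were seen.

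The number of targets called against the controls stayed within 1.5 times its value under 75th percentile scaling, the authors' table of values, targets well above background, either block, eBayes with trend and robust estimation, the 6 arrays of the groups compared, the methods' t-test without adjustment and limma without adjustment, in each direction and at each time point. Of the 3575 and 3553 targets called at 8 h and 24 h, 3419 and 3366 were also called with 75th percentile scaling, 3544 and 3513 with the authors' values and 3009 and 3224 with the slide block. With normexp 1742 of those at 8 h were.

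The normexp correction gave 929 targets higher and 855 lower at 8 h, 1016 and 785 at 24 h, 2391 at either time point, 1193 at both, 590 at 8 h alone, 607 at 24 h alone and 1757 with treated larvae together. It also gave 23 called targets of Table 3 at 8 h, and 12 and 10 of Table 4 at 8 h and 24 h. Its offset of 50 draws dim signals together by construction, which lowers fold changes. Scaling on the spike-in probes gave 1130 targets higher at 8 h and 10 called targets of Table 4 at 24 h. With it 33.6% of the calls at 8 h were higher, against 54.8% with quantile normalization, and the cause was not tested. With each probe tested by itself, more features were tested, and 2589 were lower at 8 h, 2571 lower at 24 h, 7350 called at either time point, 3667 at both, 1878 at 24 h alone and 5710 with treated larvae together.

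The adjusted t-test of the methods, which takes the spread of each target from its own arrays, gave 1166 higher and 838 lower at 8 h, 1297 and 955 at 24 h, 3118 at either time point and 1137 at both. It called 16 and 34 targets of Table 3 at 8 h and 24 h, 10 and 7 of Table 4, and 25 of Table 5 at 8 h. Without a minimum fold change, a looser threshold by construction, limma called 3680 higher and 2960 lower at 8 h, 3778 and 3266 at 24 h, 8846 at either time point, 4824 at both, 2206 at 24 h alone and 8082 with treated larvae together.

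The direct comparison of 24 h with 8 h depended most on the setting. Against 83 higher and 106 lower targets, it gave 37 and 12 with scaling on the spike-in probes, 197 and 224 with each probe by itself, 177 and 166 with targets well above background, 0 and 1 with the slide as a block, and 35 and 42 with the 6 arrays of both groups. The methods' t-test without adjustment gave 457 and 339 when two-sided and 601 and 426 when one-sided, and with adjustment 0 and 0. Limma without adjustment gave 580 and 443, and without a minimum fold change 173 lower. With virus targets in the test 53 were higher, and the authors' values with the one-sided t-test gave 600 and 429. Apart from the looser thresholds, the cause was not tested.

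With the replicate number as a block, as in a paired design, 26 targets were higher and 48 lower at 24 h than at 8 h. Among 204 named targets the block changed 12 calls at 8 h, 6 at 24 h and 3 for 24 h against 8 h, each given at its claim, and no other call of a named target. It changed neither set test. No other count moved by over 1.5 times.

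With single arrays left out, the number of targets higher at 8 h was at most 2106 and stayed within 1.5 times of 1960. The other counts were 1205 to 1624 lower at 8 h, 1640 to 2137 higher and 1245 to 1584 lower at 24 h, 3931 to 4935 at either time point, 1851 to 2511 at both, 868 to 1584 at 8 h alone, 949 to 1639 at 24 h alone and 3120 to 3847 with treated larvae together. For 24 h against 8 h they were 0 to 116 higher and 0 to 105 lower. They were 0 and 1 without 8 h replicate 2, and 4 and 4 without 24 h replicate 2. Without 24 h replicate 1 they were 0 and 0, where limma without adjustment gave 569 and 467. The called targets numbered 33 to 44 and 45 to 45 for Table 1 at 8 h and 24 h, 27 to 42 and 46 to 60 for Table 3, 13 to 18 and 10 to 18 for Table 4, and 33 to 40 and 29 to 35 for Table 5. The mean difference between 24 h and 8 h was 0.94 to 1.22 for the antimicrobial effectors and -0.16 to 0.11 for repat. Fewer arrays lower the power of the fit by construction.

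Of 408 values for named targets, 396 kept their direction and their side of the threshold under 75th percentile scaling, 360 with normexp, 361 with the slide block and 405 with the authors' values. Among the refits without 1 array, 350 to 386 did. Only SEX-LxN-C19135 (gallerimycin) at 8 h changed its direction with a call, to a log2 fold change of -1.50 without control replicate 3, against 0.05 with all arrays and up to 0.92 in the other refits without 1 array. That array was far below the other controls for this target. Signal over background limits the folds of dim targets, and 585 and 577 of the calls at 8 h and 24 h have a bound or no fold.

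For comparisons of 3 arrays with 3, at most 10 divisions exist, so chance cannot be excluded by them. Of these, 4 part all 3 same-numbered pairs. In fits of the 6 arrays alone, the other 3 of these gave 0 called targets for each pair of groups, against 3289 in the real division for 8 h and controls and 77 for 24 h and 8 h. The real division gave the largest result, 1 of 10, for the counts at 8 h and at 24 h in each direction, for the counts of Tables 1, 3, 4 and 5, for both counts of 24 h against 8 h and for the antimicrobial effectors, and 8 of 10 gave as large a mean for repat. Chance can be excluded for treated larvae of both time points together (1 of 84), and for targets called at either time point and at both (1 of 100 each). For those called at 8 h alone and at 24 h alone, 2 of 100 divisions gave as many, the real division included. The 100 divisions also exchange control and treated arrays, so they do not test whether a call belongs to a single time point.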

Differences from the paper's values

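The alternative that joined the authors' values to the one-sided t-test was chosen only after the values were seen. The others named here were set before the data were examined, apart from normalization over the insect probes alone.

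None of the 388 values that the paper states for measures computed here differed by the standard applied (over 1.5 times apart and, for folds, by more than the spread). Targets without a fold were counted as not differing. A fold given as a bound could differ only by its sign or by a bound over 1.5 times the paper's fold. Such targets kept this label under the alternatives, so their sizes were not compared. With normexp 97 values differed, with scaling on the spike-in probes 1, with each probe by itself 3, 1 without 8 h replicate 3, and of the 10 counts 7 differed with the adjusted t-test and 7 without a minimum fold change.

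The paper's 5526 regulated unigenes, 4121 at 8 h (2243 up and 1878 down) and 4123 at 24 h (2323 up and 1800 down) compare with 4771, 3575 (1960 and 1615) and 3553 (1996 and 1557) called here. The authors' own values with the one-sided t-test, a setting chosen after seeing the values, gave 5526, 4121 (2243 and 1878) and 4123 (2323 and 1800). The one-sided t-test of the methods on the values computed here gave 5525, 4123 and 4122, and limma without adjustment gave 5584, 4213 and 4185.

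Of the targets that the paper's tables list as past its thresholds, some were not called here, each with a change in the same direction. For Table 1 this was 1 of 45 at 8 h, for Table 3 11 of 46 at 8 h and 4 of 65 at 24 h, for Table 4 2 of 23 and 4 of 21, and for Table 5 3 of 38 at 24 h. The one-sided t-test of the methods reaches the paper's side for 1, 11 and 2 at 8 h (Tables 1, 3 and 4) and 4, 3 and 1 at 24 h (Tables 3, 4 and 5). The two-sided one does so for 10 of Table 3 at 8 h, and for 1 and 3 of Tables 3 and 4 at 24 h. Limma without adjustment reaches it for 1, 10 and 2 at 8 h and 4, 3 and 1 at 24 h, and adjusted over the list alone for 1, 10 and 2 at 8 h and 4, 2 and 1 at 24 h. The replicate block reaches 1, 8 and 1 at 8 h and 1, 1 and 0 at 24 h. The authors' values with the one-sided t-test, chosen after seeing the values, reach 1, 11 and 2 at 8 h and 4, 4 and 2 at 24 h. In Table 3 at 8 h, the slide block reaches 6, targets well above background 4, the 75th percentile, spike-in and 6-array settings 3 each, each probe by itself 2, the authors' values, eBayes with trend and normalization over the insect probes alone 1 each, and the refits without 1 array up to 7.

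The paper reports a decrease of arylphorin. SEX-LxN-C2347 was lower with log2 fold changes of -2.95 at 8 h and -2.84 at 24 h and was not called (adjusted p = 0.107 and 0.116). It passes in limma without adjustment at both time points. At 8 h it is also called by the one-sided t-test of the methods, when adjusted over the list alone, and with the authors' values and the one-sided t-test, chosen after seeing the values.

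The paper reports members of cecropin subfamilies B and D as regulated. SEX-LxN-C15308 (cecropin D) had a log2 fold change of 1.57 at 24 h (adjusted p = 0.0768). It is called by the one-sided t-test of the methods, by limma without adjustment, when adjusted over the list alone, with targets well above background, without control replicate 3, and with the authors' values and the one-sided t-test, chosen after seeing the values.

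The paper reports repat1 as regulated at 8 h specifically. It also measured repat1 by qRT-PCR and reports agreement with its arrays, and those values were not used here. On the arrays the difference of repat1 between 24 h and 8 h was not called, at -2.27 log2 units for SEX-LxN-C16997 and -2.30 for SEX-LxN-C4254. For SEX-LxN-C4254 at 24 h the paper's table also gives a p under its threshold, while no setting run here calls it (log2 fold change 2.04, adjusted p = 0.230, range over the alternatives 0.0767 to 0.548). The one-sided t-test on the authors' own values gave p = 0.111 for this target, against 0.00125 printed, while the fold matched. The printed p therefore does not follow from the authors' values by that test.

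The paper gives a range of 17- to 45-fold for the increase of diapausin in its text. The diapausin target SEX-LxN-C13620_sense of Table 1 lay above that range at 24 h, 72.3-fold higher. Below it lay SEX-LxN-C3563_sense at 8 h (12.2-fold), and at 24 h SEX-LxN-C1257 (9.55-fold) and SEX-LxN-C19788 (6.70-fold, 5 of 9 refits). SEX-LxN-C1257 and SEX-LxN-C19788 were not called at 8 h. The paper's own table entries for these targets lie outside its range as well. The paper's table gives SEX-LxN-C19458 and SEX-LxN-C16094_sense decreases at 8 h that each match the other target. A p given by the paper for SEX-LxN-C2522 (REPAT16) at 24 h is many orders below the one recomputed by the same test from the authors' values, 0.000329.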

Other observations

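The tests of gallerimycin and of the paper's p-values were chosen only after the results were seen.

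The p-values in Tables 1, 3, 4 and 5 of the paper were compared with t-tests on the authors' own normalized values. Of 378 p-values, 375 were within 2% of the one-sided test and 0 of the two-sided one, and 353 of 356 fold changes that stand for a single target were within 1%. The exceptions are 1 in Table 3 and a pair in Table 1, where the values of both targets are exchanged. The methods of the paper do not give the sides of the test. A candidate explanation is that its counts rest on one-sided tests per target.

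The pair of gallerimycin targets was not called, and the spread of their controls is a candidate explanation. The controls of SEX-LxN-C19135 lay at 9.72, 10.12 and 5.28 log2 units and those of SEX-LxN-C2893 at 14.52, 14.53 and 9.82. Their SD was larger than that of 99.6% and 100% of the targets of the closest level, respectively. The low array was control replicate 3 for both. Without it, the log2 fold changes at 8 h were -1.50 and -2.49. That array also held 126 of the 171 spots marked as outliers, and whether a technical fault of the array or the larvae of the pool lowered these targets was not tested.

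Of the 11323 targets with 2 probes, 1866 were called at 8 h, and for 1636 of these both probes were called in the same direction, for 217 one probe was, and for 4 the probes had opposite signs. At 24 h the counts were 1959, 1712, 231 and 13. The correlation of the log2 fold changes between the probes of a target was 0.92 at 8 h and 0.93 at 24 h.

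For 7764 sequences each strand is a target. At 8 h, 1009 sense and 695 antisense targets were called, 333 of them on both strands in the same direction and 2 in opposite directions. At 24 h the counts were 974, 616, 303 and 2. Both strands were well above background on all arrays for 1521 sequences. The origin of the antisense signal was not tested.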
